# Single-cell dynamics of genome-nucleolus interactions captured by nucleolar laser microdissection (NoLMseq)

**DOI:** 10.1038/s41467-025-66294-7

**Published:** 2025-12-17

**Authors:** Kaivalya Walavalkar, Shivani Gupta, Jelena Kresoja-Rakic, Mathieu Raingeval, Chiara Mungo, Philip Rubin, Raffaella Santoro

**Keywords:** Nucleolus, Chromatin structure

## Abstract

Gene positioning in nuclear space is central to regulation, with repressive chromatin domains often contacting the nuclear lamina or nucleoli. The nucleolus undergoes structural changes in different cellular states, potentially altering genome organization. Yet, how nucleolar states influence 3D-genome architecture remains underexplored, largely due to the lack of methods able to map nucleolar-associated domains (NADs) in single cells and stressed nucleoli. We developed NoLMseq, a technique combining laser-capture microdissection and DNA sequencing to map NADs in single cells. NoLMseq uncovered unexplored features of chromosome organization around nucleoli, including NAD heterogeneity in mouse embryonic stem cells, yielding two major populations with distinct chromatin and developmental states. NADs predominantly contact nucleoli monoallelically, with contact frequency correlating with gene expression and chromatin states. Under nucleolar stress, NoLMseq revealed extensive chromosome reorganization, highlighting the importance of nucleolus integrity in genome organization. Thus, NoLMseq provides a critical tool to study 3D-genome responses to nucleolar states in health and disease.

## Abstract (web summary)

This study introduces NoLMseq, a method to map genome-nucleolus contacts in single cells, revealing stem cell populations with diverse chromatin states, the monoallelicity of these interactions, and how nucleolar stress reshapes 3D genome organization.

## Introduction

The three-dimensional (3D) organization of chromosomes in the cell’s nucleus plays an important role in the regulation of gene expression programs and cell fate. One important aspect of this regulation is the position of genes in the nuclear space. This is exemplified by the frequent location of repressive chromatin domains at the nuclear periphery (i.e., lamina-associated domains, LADs) or around nucleoli (nucleolar-associated domains, NADs)^1–3^. However, while LADs have been extensively studied in many cell types and in single cells, NADs have remained underinvestigated mainly due to technical limitations in identifying DNA sequences associated with a compartment lacking a membrane, such as the nucleolus.

The nucleolus exhibits a highly dynamic structure that changes in response to external stimuli affecting ribosome biogenesis, a critical nucleolar process that is tightly regulated according to cell state^4^. These nucleolar structural alterations (i.e., size, number, or physico-chemical properties) might significantly impact the organization of the surrounding genome, thereby affecting gene expression and chromatin states. Ribosome biogenesis is initiated in the nucleolus by the RNA polymerase I (Pol I)-driven transcription of hundreds of ribosomal RNA (rRNA) genes (rDNA) that generate 47S pre-rRNA. These transcripts are then modified, processed, and assembled with ribosomal proteins (RPs) in the nucleolus, forming pre-ribosomal particles^5^. rRNA genes are distributed among different chromosomes; acrocentric chromosomes in human cells and, in mouse cells, depending on strain, they can generally be found at chromosomes 12, 16, 18, and 19 (rDNA-chromosomes) and close to centromeric regions^3^. Due to ribosome biogenesis, the nucleolus structure is influenced by cell states such that highly proliferative cells have larger nucleoli compared to quiescent cells^6–9^. Accordingly, alterations in nucleolar activities and structure have been well documented under many cellular stress conditions and in several diseases, such as cancer, neurodegenerative disorders, and premature ageing^10^. For example, nucleolar stress is defined as a condition in which abnormalities in nucleolar structure and function driven by diverse cellular insults, such as nutrient starvation or DNA damage, ultimately lead to activation of stress signaling pathways that downregulate ribosome biogenesis, including rRNA gene transcription, and alter nucleolar structure^11,12^. However, whether these structural alterations might have an impact on the genome organization around nucleoli remains unexplored, mainly due to the technical limitations of current methods to map NADs.

Currently, there are several methods to identify NADs: the biochemical purification of nucleoli followed by sequencing and, more recently, the Nucleolar-DamID that relies on the expression of an engineered nucleolar histone H2B fused to Dam that serves to mark NADs with adenine methylation (H2B-Dam-NoLS), nucleolar-TSAseq, and O-MAP^13–15^. Although based on different methodologies, these methods revealed that NADs are composed of repressive chromatin domains^16–20^. However, these methods also have some limitations. First, they cannot be applied to study how genome organization around nucleoli is affected under nucleolar stress^21,22^. Indeed, under these conditions, nucleoli become frail and cannot be efficiently biochemically purified. On the other side, the consequent downregulation of ribosome biogenesis decreases protein translation, thereby affecting the expression of H2B-Dam-NoLS. Moreover, the physico-chemical alterations of nucleoli upon rDNA downregulation cause the expulsion of the H2B-Dam-NoLS from nucleoli, similarly to other nucleolar components^20^. Finally, these methods have only been applied in cell populations, and consequently, they have provided an average nucleolar contact frequency, which might not accurately reflect the structure of the genome around single nucleoli. Thus, so far, there is no methodology able to identify NADs under nucleolar stress conditions and in single cells.

To overcome these challenges, we developed NoLMseq, a novel approach that combines laser-capture microdissection (LCM) and DNA sequencing to identify NADs in single cells. LCM is a technique traditionally used for isolating single cells or specific tissue regions^23–27^, and we have expanded it for the organelle-level isolation of single nucleoli. Traditional techniques to study genome organization predominantly rely on either microscopy or DNA sequencing. NoLMseq synergistically integrates the strengths of both these approaches, enabling precise examination of the genome architecture surrounding single nucleoli. The application of NoLMseq in mouse embryonic stem E14 cells (ESCs) not only confirmed the general repressive state of NADs but also provided novel insights into genome organization around nucleoli that could not be detected in previous NAD studies, since these were based on methods that could only be applied in cell populations. These findings included the detection of different levels of NAD heterogeneity among ESCs, resulting in two major populations with distinct chromatin and developmental states. NoLMseq also determined that genes detaching from nucleoli during ESC differentiation into neural progenitors are activated and linked to neuronal pathways, suggesting an active role of the nucleolus in gene repression. Intriguingly, although NADs are generally composed of repressive chromatin domains, NoLMseq detected a high frequency association of the highly expressed ribosomal protein genes with the nucleolus. These findings indicate that the repressive nucleolar compartment can also accommodate transcriptionally active genes and suggest a potential role of nucleolar proximity in regulating ribosomal protein genes and, consequently, ribosome biogenesis. Moreover, NoLMseq revealed that NADs prevalently contact nucleoli in a monoallelic manner and that allelic nucleolar contact frequency correlates with gene expression and chromatin states. Finally, we determined how genome structure is impacted under conditions that impair nucleolar integrity and that the loss of nucleolar integrity might play a significant role in the derepression of NAD-genes. This insight, unattainable with previous technologies, underscores the critical role of nucleolar integrity in genome organization and gene expression, while also illuminating how the genome responds to nucleolar stress.

Together, these results not only provided novel insights into how chromosomes are organized around nucleoli and their remodeling during cell fate commitment and stress-induced nucleolar structural changes but also demonstrated that NoLMseq accurately measures chromosome contacts around single healthy and “stressed” nucleoli. Thus, NoLMseq will be a critical tool to study NADs and determine how genome organization responds to nucleolar stress in healthy and disease states.

## Results

### NoLMseq identifies NADs in single cells

To map NADs at a single-nucleoli resolution, we combined laser-capture microdissection (LCM) of nucleoli and DNA sequencing. We named this method nucleolus laser microdissection sequencing (NoLMseq). We applied NoLMseq to ESCs, enabling comparisons with NADs recently identified in ESC populations using Nucleolar-DamID^20^. Moreover, the majority of ESCs display a single nucleolus^28^, allowing for only one microdissection per cell. ESCs were grown on a thin polyester membrane that can be cut with a fine laser (Fig. 1a, b, Supplementary Fig. 1a). In brightfield microscopy, the nucleolus appears as a distinct, dark, and dense region within the nucleus, allowing its visualization and excision using laser capture microdissection (LCM). The isolated nucleolus was then collected into the cap of a microcentrifuge tube using MMI CapSure technology. The DNA content of each nucleolus was purified and amplified via quasilinear whole-genome amplification (WGA)^29^. To prevent any loss of DNA, WGA was carried out in the same tube in which the microdissected nucleolus was collected. Before proceeding with library preparation and DNA sequencing, the purity of nucleolar DNA was assessed by PCR to determine the presence of rRNA genes, which are located within nucleoli, and the absence of *Tuba1*, an active gene that previous studies have shown not to contact nucleoli^20^ (Supplementary Fig. 1b).

**Fig. 1:**
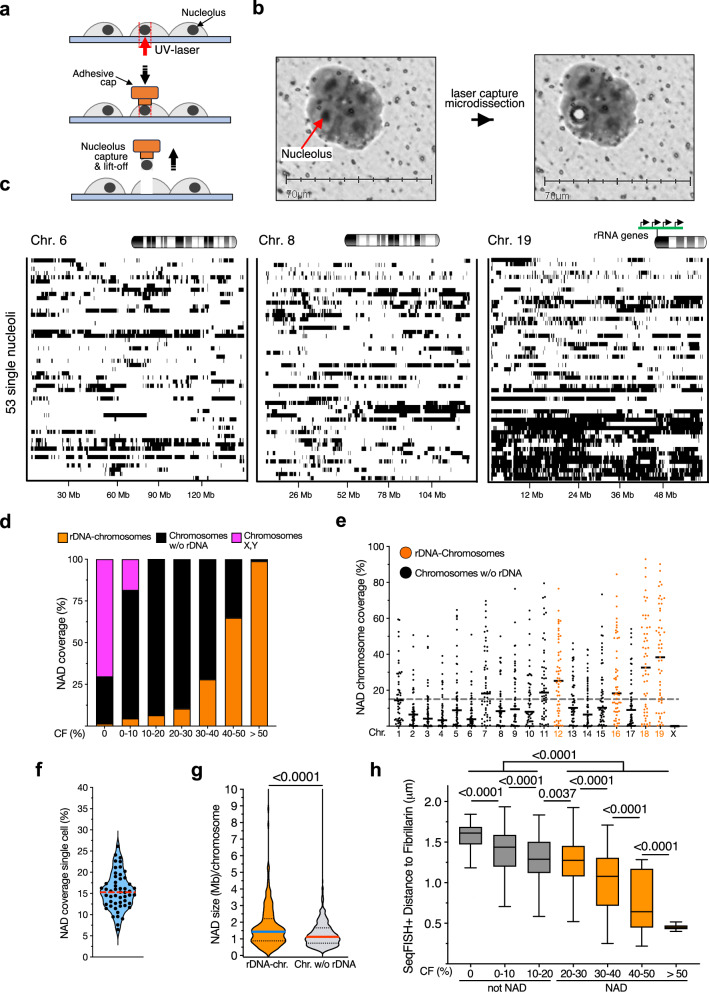
NoLMseq identifies NADs in single cells. **a** Scheme representing the nucleolar laser capture microdissection (NoLMseq). **b** Representative images of ESCs before and after nucleolar laser capture microdissection. **c** Nucleolar contacts maps from 53 single nucleoli for chromosomes 6, 8, and 19. Black bars indicate NADs, white bar is for a non-NAD region. **d** Cumulative histogram of genome-wide nucleolar contact frequency (CF) values with respect to their location at chromosomes containing rRNA genes (rDNA-chromosomes), without (w/o rDNA), and X and Y chromosomes. **e** Coverage of NADs with CF > 20% on each chromosome in single nucleoli. The dotted gray line indicates the mean NAD coverage in single cells. Black lines indicate the mean on each chromosome. **f** Violin plot showing NAD coverage in single cells. The red dashed line indicates the median. **g** Size of NADs located at rDNA-chromosomes and chromosomes not bearing rRNA genes (w/o rDNA). Red and blue lines indicate medians, and the dotted lines indicate quartiles. Statistical significance (*P*-values) was calculated using a two-sided unpaired *t*-test. **h** Genome-wide comparison of DNA seqFISH+ distance to exterior of nucleoli marked with Fibrillarin (µm)^32^ and NoLMseq NAD contact frequency for 3713 paired genomic regions. Tukey boxplot where box limits represent the 25th and 75th percentiles and the black line represents the median. Statistical significance (*P*-values) was calculated using a two-sided unpaired *t*-test. Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. Source data are provided as a Source Data file.

We generated 53 high-quality single-nucleolus contact maps from ESCs, with a median of 5 × 10^5^ uniquely mapped reads per nucleolus (Fig. 1c, Supplementary Figs. 1c and 2). We binned the genome into 100 kb segments and called NADs using SICER2^30^ at a 100 kb resolution using genomic DNA as a control. The identified reads over the reference genome indicate that loci are either in a “contact” or “no contact” state with nucleoli (Fig. 1c, Supplementary Fig. 1c). Imaris analysis of 3D immunofluorescence images revealed that approximately 65% of the volume within the microdissected cylinder is occupied by the nucleolus, marked by the nucleolar protein NPM1, and the surrounding NADs, which were recently shown to form a ~0.5–0.6 μm-wide ring around the nucleolus marked by H3K9me2^31^ (Supplementary Fig. 1d). To exclude the inevitable presence of genomic sequences above and below nucleoli and NADs, we analyzed the data by calculating the nucleolar contact frequency (CF) that we defined as the proportion of microdissected nucleoli containing a defined NAD sequence (Fig. 1d). For all downstream analyses, we selected NADs with CF > 20%. By applying this cut-off in CF to define NADs and considering the nucleolus and NAD volume in each microdissected cell, the probability that a non-NAD region can be falsely classified as a NAD is only 0.000144% (FDR 1.44 × 10^−6^) (see Method).

We found that NADs from rDNA-chromosomes have higher CF than chromosomes not containing rRNA genes, underscoring the specificity of NoLMseq in identifying NADs. Moreover, chromosome X, which is active in the analyzed male ESCs, showed the lowest nucleolar CF. This pattern could not be obtained using 53 random samples with genome coverage matching the genome coverage of each of the 53 ESC nucleoli measured by NoLMseq, supporting the specificity of our analysis (Supplementary Figs. 1e and 2).

The analysis of NAD coverage/chromosome of all 53 nucleoli further supported the high propensity of rDNA-chromosomes to contact nucleoli relative to the other chromosomes (Fig. 1e). Furthermore, the analysis of 53 microdissected nucleoli appears to be sufficient for robust NAD identification. Calculation of nucleolar contact frequencies and genome coverage using subsets of 20, 30, and 40 randomly selected nucleoli indicates that NAD saturation is reached by 40 nucleoli (Supplementary Fig. 1f, g).

The average NAD coverage in single nucleoli was about 15%, much lower than the 30% NAD coverage obtained from previous NAD studies in ESC population^18,20^ (Fig. 1e, f). The data also showed that the average length of NADs of rDNA-chromosomes was 1.85 Mb and significantly higher than the average NAD size from the rest of the chromosomes (1.30 Mb, Fig. 1g). To validate the data, we used an orthogonal approach by computing the CF of NADs from NoLMseq genomic data and their distance to Fibrillarin marked nucleoli obtained by seqFISH+ microscopy^32^ (Fig. 1h). We observed that nucleolar CFs measured by NoLMseq were inversely proportional to the distance of NADs to the nucleolar marker Fibrillarin, indicating that NoLMseq accurately measures genomic distance to nucleoli.

To further support the efficacy of NoLMseq, we analyzed known NAD features of the identified NADs. It is well known that centromeres tend to be positioned close to the nucleolus in various model systems. Since in mouse cells all chromosomes are acrocentric, we measured the average NAD coverage at centromere-proximal regions at the 5’-quintile portion of all chromosomes and found that it increases with nucleolar CF, further supporting the accuracy of NoLMseq to identify sequences in contact with nucleoli (Fig. 2a). Consistent with previous results in ESC populations obtained with Nucleolar-DamID^20^, NADs identified by NoLMseq were significantly depleted of active histone marks relative to sequences within the active A compartment, showed a significant enrichment for the repressive H3K9me2 but not for the other repressive marks H3K27me3 and H3K9me3, and displayed low gene expression levels (Fig. 2b, c). Although NADs generally appear to have a repressive chromatin and gene expression state, we could also find cases where highly expressed genes have high nucleolar CFs. In particular, we found high nucleolar CFs for ribosomal protein (RP) genes, which encode proteins for ribosome assembly in nucleoli and are transcribed by RNA Pol II, and tRNA genes, which are transcribed by Pol III (Fig. 2d). In contrast, snoRNA genes, which express RNAs playing an important role in rRNA modifications in nucleoli, did not show any preferential location to nucleoli. The nucleolar contacts of RP and tRNA genes were not due to their location at rDNA-chromosomes since most of them were located at chromosomes non containing rRNA genes (92% and 90%, respectively; Supplementary Fig. 3a). Consistent with this result, we reanalyzed previous Nucleolar-DamID data in ESC population^20^ and found that 31% of RPs could be detected at NADs. Finally, the CFs of ribosomal protein genes with nucleoli from seqFISH+ data^32^ highly correlate with the corresponding NoLMseq CF values (Supplementary Fig. 3b). These results raise the possibility that nucleolus proximity could play a role in regulating RP genes and ribosome biogenesis, as well as tRNA, potentially influencing protein translation on a broader scale. Finally, these data also suggested that not all NADs are necessarily transcriptionally repressed.

**Fig. 2:**
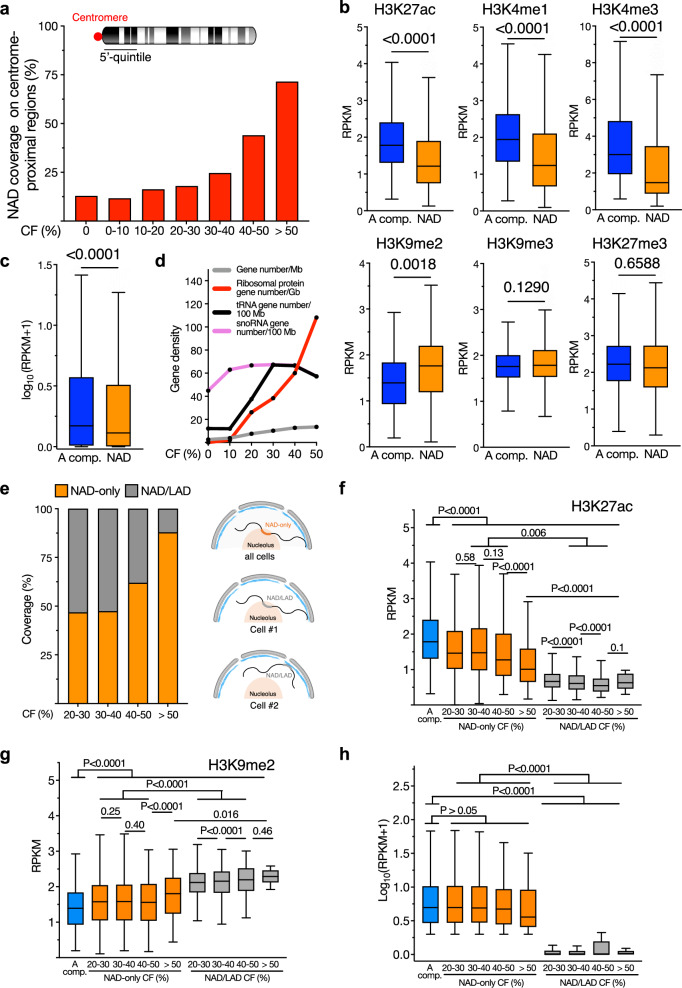
NADs identified by NoLMseq correspond to repressive chromatin domains. **a** NAD coverage on the centromere-proximal regions (5’-quintile) as a function of nucleolar contact frequency. **b** Levels of active histone marks (H3K27ac, H3K4me1, H3K4me3) and repressive histone marks (H3K9me2, H3K9me3, H3K27me3) at NADs relative to genomic regions located at the active A compartment (A comp.). Values are shown as average RPKM. Tukey boxplot where box limits represent the 25th and 75th percentiles. The horizontal line within the boxes represents the median. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t*-test. **c** Expression values (RPKM) of genes within the active A compartment (A Comp.) and NADs. Tukey boxplot where box limits represent the 25th and 75th percentiles. The horizontal line within the boxes represents the median. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t*-test. **d** Gene densities of ribosomal protein genes, tRNA genes, snoRNA genes and all genes as a function of nuclear CF. **e** Left panel shows nucleolar contact frequency for NAD-only and NAD/LAD sequences. The right panel depicts how NAD-only and NAD/LAD contact nucleoli in single cells. **f**–**h** Levels of H3K27ac (**f**), H3K9me2 (**g**), and gene expression (**h**) at NAD-only and NAD/LAD as a function of nucleolar CF relative to the active A compartment (A comp.). at the active A compartment (A Comp.) and at NAD-only and NAD/LAD relative to nucleolar CF. Values are shown as average RPKM. Tukey boxplot where box limits represent the 25th and 75th percentiles. The horizontal line within the boxes represents the median. Statistical significance (*Q*-values) was calculated using the Benjamini and Hochberg method. All box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. Source data are provided as a Source Data file.

NADs have been previously characterized in two categories: NAD-only (or Type-1), which correspond to sequences contacting nucleoli but not the nuclear lamina (NL) and NAD/LAD (or Type-2), which are regions that can be located both at nucleoli and NL^13,18–20^. The analysis of single nucleoli data revealed that NAD-only sequences have higher CF values than NAD/LAD (Fig. 2e). This is consistent with the fact that NAD-only regions are not associated with the NL and are therefore more frequently localized to nucleoli than NAD/LAD regions, which can also associate with the NL. This result underscores the accuracy of NoLMseq in identifying NADs. Moreover, the data suggest that NAD/LAD domains can contact the nucleolus in one cell and the NL in another cell. We also observed a small but statistically significant inverse correlation between NAD-only contact frequency (CF) and H3K27ac levels, particularly for regions with CF > 50%, indicating that strong NADs tend to exhibit low levels of active chromatin (Fig. 2f, Supplementary Fig. 3c). Similarly, NAD-only domains with high nucleolar CF have high H3K9me2 levels (Fig. 2g, Supplementary Fig. 3d). However, while NAD/LAD regions showed significantly lower gene expression levels relative to genes within the active A compartment, the expression of genes within NAD-only regions was not significantly reduced, albeit there was a tendency to be low expressed when located at regions with the highest nucleolar CF (Fig. 2h, Supplementary Fig. 3e). These results are consistent with the data described above showing that some active genes can also contact nucleoli.

### Detachment of NADs upon differentiation into NPCs correlates with gene activation

To determine whether NoLMseq could be applied to cells other than ESCs, we microdissected nucleoli of neural progenitors (NPCs) derived from the differentiation of ESCs, also taking advantage of recent Nucleolar-DamID analyses of NPCs for data validation^20^. As in the case of ESCs, in NPCs, NADs from rDNA chromosomes consistently exhibited higher nucleolar CF than regions from other chromosomes (Fig. 3a). However, NPCs displayed fewer NADs than ESCs, with a large proportion (75%) being the same NADs as found in ESCs (Fig. 3b–d). To assess whether the lower NAD coverage in NPCs is a result of increased noise, we performed an autocorrelation analysis on single nucleoli from ESCs and NPCs. The analysis revealed that autocorrelation decay patterns of ESCs (initial autocorrelation *a* = 0.74, decay constant *b* = 0.23) and NPCs (*a* = 0.64, *b* = 0.34) substantially differ from values generated with random sequences for ESCs and NPCs. These results indicated that the observed differences in NAD coverage between ESCs and NPCs are not driven by increased noise in NPCs but instead reflect biologically relevant changes in nucleolar organization (Supplementary Fig. 4a). Accordingly, the reduced NAD detection in single NPC nucleoli obtained with NoLMseq is consistent with previous Nucleolar-DamID and HiC-rDNA studies performed in NPC populations, indicating that the architecture of chromosomes surrounding the nucleolus is in a more compact and rigid form whereas in ESCs it appears more flexible and variable^20^. Moreover, these data are consistent with previous reports indicating that ESCs harbor a more open and dynamic chromatin than differentiated cells^33,34^. Consistent with this, we observed more variability in nucleolus association in ESCs than in NPCs, as indicated by Yule’s *Q* coefficient, which provides a measure of similarity between single-cell NADs (Fig. 3e).

**Fig. 3:**
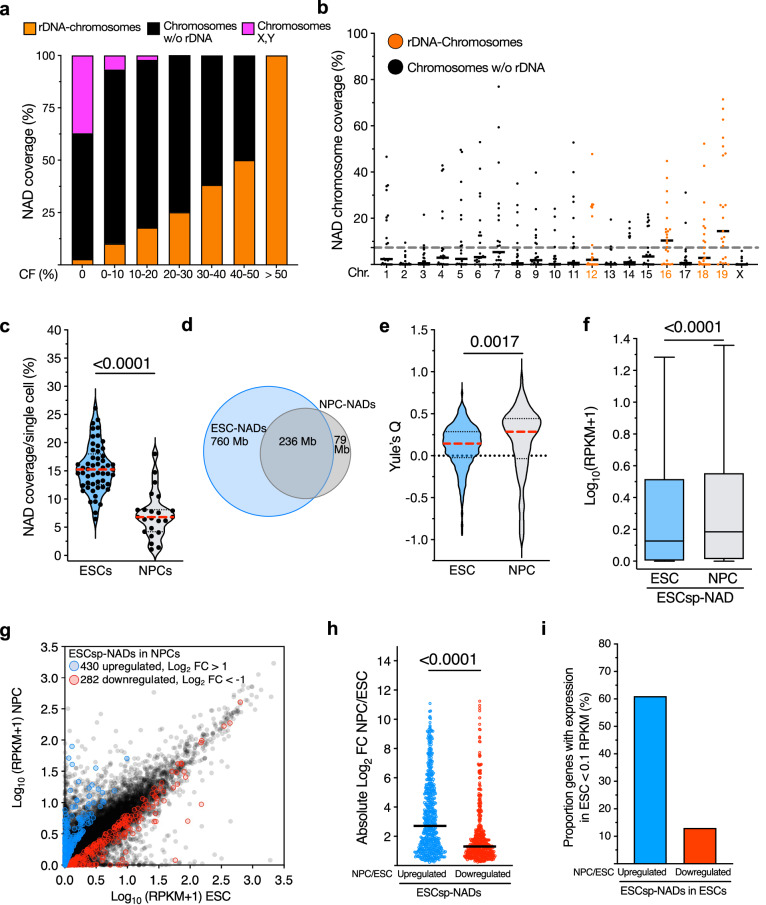
NADs from single nucleoli of neural progenitors. **a** Cumulative histogram of genome-wide nucleolar contact frequency measured from 23 microdissected nucleoli with respect to their location at chromosomes containing rRNA genes (rDNA-chromosomes), without (w/o rDNA), and X and Y chromosomes in NPCs. **b** Coverage of NADs with CF > 20% on each chromosome in single nucleoli of NPCs. The dotted gray line indicates the average NAD coverage in single cells of NPCs. Black lines indicate the mean on each chromosome. **c** Violin plots showing NAD coverage in single ESCs and NPCs. Data from ESCs were also shown in Fig. 1f. Red dashed lines indicate the median, and black dotted lines indicate the quartiles. **d** Venn diagram showing the distribution of NADs in ESCs and NPCs. **e** Violin plots showing the distribution of Yule’s *Q* values as a measure of NAD cell–cell similarity in ESCs and NPCs. Red dashed lines indicate the median, and black dotted lines indicate the quartiles. **f** Expression levels of genes located at ESC_sp_-NADs in ESCs and NPCs. Tukey boxplot where box limits represent the 25th and 75th percentiles. The horizontal line within the boxes represents the median. Statistical significance (*P*-values) was calculated using the paired two-tailed *t*-test. Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. **g** Scatter plot showing the expression levels of genes at ESC_sp_-NADs in ESCs and NPCs. Expression of genes significantly (*P* < 0.05) upregulated and downregulated is shown. **h** Plot showing the absolute log_2_ fold changes of upregulated and downregulated genes at ESC_sp_-NADs in NPCs. Black lines indicate the median. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t*-test. **i** Proportion of low-expressing genes (<0.1 RPKM) in ESCs that are located at ESC_sp_-NADs and are up- or downregulated in NPCs. Source data are provided as a Source Data file.

Next, we investigated whether genes contacting nucleoli in ESCs but detaching from nucleoli in NPCs (ESC-specific NADs, ESC_sp_-NADs) could change their expression state in NPCs. We applied stringent criteria for defining ESC_sp_-NADs as NADs with nucleolar CF > 25% in ESCs and <10% in NPCs. The analysis of published RNAseq data^20^ revealed that genes located at ESC_sp_-NADs are significantly less expressed in ESCs than in NPCs (Fig. 3f,g), suggesting that the detachment from nucleoli might facilitate gene activation. Moreover, the absolute fold change in gene expression in NPCs compared to ESCs was higher for the upregulated genes, with a large fraction (60%) not expressed in ESCs (Fig. 3h, i). In contrast, genes in NPC_sp_-NADs, common NADs, or A compartment show no significant changes in expression (Supplementary Fig. 4b). Notably, previous cell population studies using Nucleolar-DamID^20^ failed to detect gene activation at ESCsp-NADs, highlighting the improved resolution of NoLMseq in identifying NADs compared to cell population-based methods (Supplementary Fig. 4c). Accordingly, GO terms for these upregulated genes were significantly linked to developmental processes, in particularly nervous system development, whereas downregulated genes were mainly implicated in metabolic processes (Supplementary Fig. 4d, Supplementary Data 1). These results show that the detachment of genes from nucleoli during ESC differentiation correlates with gene activation, suggesting a regulatory role of the nucleolus for the establishment or maintenance of repressive chromatin states.

### ESCs are composed of two populations with distinct nucleolar contacts

After having validated the application of NoLMseq to identify NADs in single cells at multiple levels, we started to analyze unexplored features of NADs, such as the degree of cell heterogeneity in genome organization around nucleoli. We calculated the NAD coverage for each chromosome in single cells and performed hierarchical clustering (Fig. 4a). We found two main ESC populations that differ according to the level of nucleolar contacts among chromosomes. The major differences between these two groups were in the level of rDNA-chromosome contacts with the nucleolus, which showed a mutually exclusive relationship. Large portions of rDNA-chromosomes 12 and 19 had high levels of nucleolar contacts in population 1 but not in population 2 (Fig. 4b). In contrast, rDNA-chromosomes 16 and 18 displayed higher NAD coverage in population 2 than in population 1. In the case of chromosomes not bearing rRNA genes, chromosomes 7, 11, 15, and 2 showed more nucleolar contacts in population 2 than in population 1, whereas chromosomes 3 and 5 preferentially contact nucleoli of population 1. Although ESCs are predominantly in the S phase, the potential influence of cell cycle factors cannot be entirely ruled out. Nonetheless, it is notable that the analysis of histone modifications revealed that NADs enriched in population 1 were significantly depleted of active histone marks and enriched in H3K9me2 relative to NADs of population 2, suggesting different chromatin states between these two ESC populations (Fig. 4d). To assess whether these enrichments were specific and not due to random fluctuations, we performed 1000 bootstrap randomizations of the NADs of populations 1 and 2. In none of these iterations did we observe enrichment values for H3K9me2, H3K4me1, or H3K27ac that matched or exceeded those observed in the actual data, supporting the specificity of our results (Supplementary Fig. 5a).

**Fig. 4:**
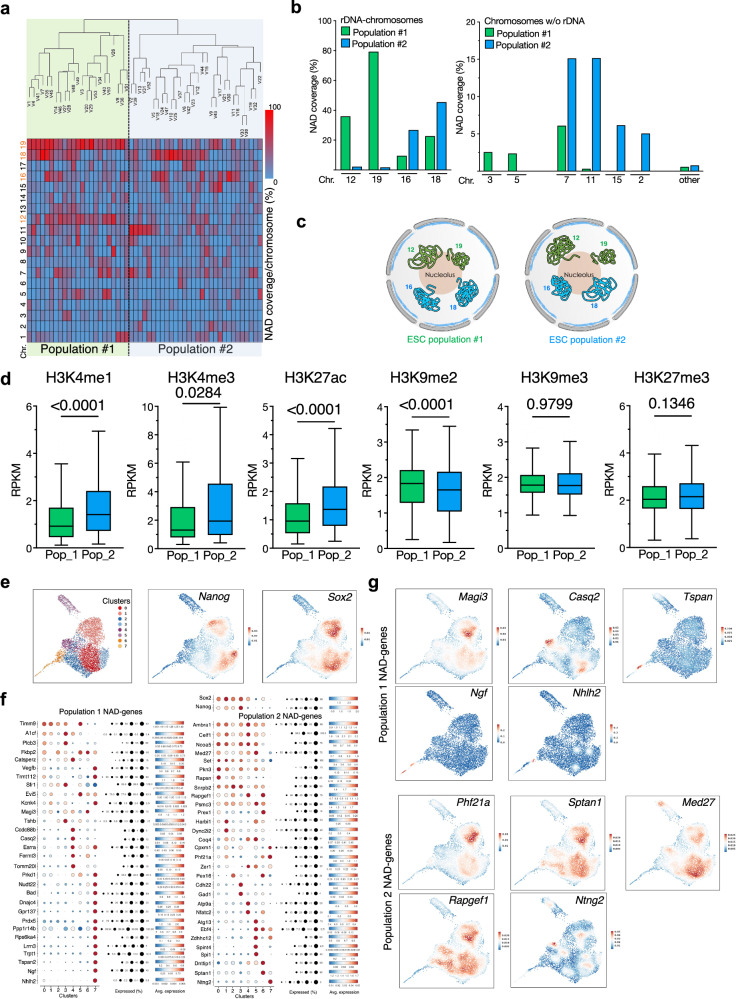
ESCs showed two populations with distinct nucleolar contacts. **a** Hierarchical clustering of nucleoli according to their NAD coverage/chromosome. **b** NAD coverage at the indicated chromosomes in the top quartile NADs of the two ESC populations. **c** Scheme representing the contact with nucleoli of the rDNA-chromosomes with the nucleoli in the two ESC populations. **d** Levels of active histone marks (H3K4me1, H3K4me3, H3K27ac) and repressive histone marks (H3K9me2, H3K9me3, H3K27me3) at NADs enriched in ESC population (Pop) 1 or 2. Values are shown as average RPKM. Tukey boxplot where box limits represent the 25th and 75th percentiles. The horizontal line within the boxes represents the median. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t*-test. Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. **e** Uniform Manifold Approximation and Projection (UMAP) of 7308 embryonic stem cells (ESCs) profiled by single-cell RNA sequencing (scRNA-seq). Each dot represents an individual cell, colored by Seurat-defined cluster identity (top). *Nanog* and *Sox2* expression is overlaid on the same UMAP (bottom). Heatbar indicates normalized gene expression levels. **f** Dot plot showing the expression patterns of the top 30 genes with the highest nucleolar interactions specific to populations 1 and 2, as well as pluripotency markers *Nanog* and *Sox2* across Seurat-defined ESC clusters. Dot size indicates the percentage of cells expressing the gene within each cluster, and color intensity reflects the average expression level. **g** UMAP projection showing expression of the top five genes with the highest interactions with nucleoli and that were specific for population 1 or 2. Gene expression is overlaid on the UMAP as feature plots. Heatbar indicates normalized expression levels. Source data are provided as a Source Data file.

GO and pathway analyses showed that the specific NAD-genes of population 2 have significant enrichments in pathways linked to development and pluripotency, whereas NAD-genes of population 1 are linked to metabolism and signaling pathways (Supplementary Data 2**)**. Thus, the presence of these two major populations could reflect the well-documented heterogeneity of ESCs cultured in serum, the conditions used in this study, characterized by a wide variety of morphologies and differential expression of pluripotency regulators and lineage specifying factors^35,36^. In particular, the expression of the pluripotency factor Nanog is heterogeneous in ESCs, giving rise to two major populations: Nanog-high and Nanog-low^37,38^. The Nanog-high population expresses markers for pluripotency and is in a more pluripotent state than the Nanog-low population. To determine whether the two ESC populations identified for their NAD profiles correlate with Nanog expression levels, we performed single-cell (sc)RNAseq. Uniform manifold approximation and projection (UMAP) displayed 7 distinct clusters of ESC populations (Fig. 4e, Supplementary Fig. 5b, c). Nanog-high population corresponds to clusters 0, 1, 2, and 3. Next, we examined the top 30 genes, selected from a total of 282 genes of population 1 and 126 genes of population 2, that showed the highest interactions with nucleoli and that were specific for one of the two populations (i.e., NAD-genes of population 1 that have CF > 30% in population 1 and <5% CF in population 2 and vice versa for genes of population 2). Notably, a large fraction of NAD genes in population 2 (22) co-express with *Nanog* and *Sox2* in clusters 0–3, whereas only a few genes (12) from population 1 exhibit this pattern with 13 genes mainly expressed in cluster 7 (Fig. 4f). Consistently, the UMAP analysis of the top five nucleolus-interacting genes revealed that four out of five genes from population 2 share an expression profile characteristic of Nanog-high and Sox2-positive cells, while only one gene from population 1 displays a similar pattern (Fig. 4g).

These results suggest that the ESC populations 1 and 2 might possess different pluripotency states. Taken together, the data revealed structural heterogeneity in the ESC genome, resulting in two major populations distinguished by their genome organization around nucleoli, each characterized by distinct chromatin states and eventually different developmental potentials.

### Nucleolar integrity is required for genomic contacts with nucleoli

Nucleolus structure is highly dynamic and promptly responds to external stimuli that affect ribosome biogenesis and nucleolar structure. For example, downregulation of rDNA transcription by treatment with low doses of Actinomycin D (ActD) induces a spatial reorganization of the nucleolar structure, including the migration of rRNA genes to the nucleolar periphery, forming the so-called nucleolar caps, and the release of the granular component (GC) protein NPM1 from nucleoli (Fig. 5a)^39^. However, until now, it could not be investigated whether these structural changes can impact the organization of the genome around nucleoli, mainly due to the technical limitations of the current technologies to map NADs under conditions in which nucleolar integrity is affected. Since nucleoli in ESCs treated with ActD (ESCs + ActD) are still detectable with brightfield microscopy, we reasoned that NoLMseq could be applied to determine how nucleolus integrity affects chromosome contacts with nucleoli. Compared to untreated cells, the average NAD coverage in ESC + ActD significantly decreased from 15% to 10% (Fig. 5b, c, Supplementary Fig. 6a). Although NoLMseq revealed a substantial loss of nucleolar contacts across all chromosomes, the majority of NADs retained upon ActD treatment were from the rDNA-chromosomes (Fig. 5d). We validated this loss of contacts with nucleoli in ESCs+ActD by quantitative DNA-FISH, using probes targeting four NADs at chromosomes 1, 2, 5, and 19 that were previously identified and validated by Nucleolar-DamID^20^ (Fig. 5e, f, Supplementary Fig. 6b). These are strong NADs since they contact nucleoli in 70–95% of ESCs (Fig. 5f). The DNA-FISH probe for the rDNA-chromosome 19 targeted a NAD sequence proximal to the rDNA locus. Accordingly, this NAD remained anchored to nucleoli upon ActD treatment, an expected result since rRNA genes remain close to nucleoli by forming nucleolar caps (Fig. 5f). In contrast, DNA-FISH probes targeting NADs at chromosomes 1, 2, and 5 showed a significant detachment of NADs from the nucleoli upon ActD treatment, indicating that nucleolar integrity is crucial for NAD association with nucleoli and supporting the results obtained with NoLMseq. Because of the retention of rDNA-chromosomes to nucleoli in ESC + ActD, we reasoned that regions from rDNA-chromosomes still able to contact nucleoli in ESC + ActD should correspond to centromere-proximal sequences, which are linearly located close to rRNA genes. Accordingly, NAD coverage of centromere-proximal sequences of rDNA-chromosomes was higher than the corresponding NAD coverage in untreated ESCs, suggesting a reorganization of rDNA-chromosomes around nucleoli (Fig. 5g). In contrast, NAD coverage of centromere-proximal sequences of chromosomes not bearing rDNA repeats showed a significant reduction compared to NADs of untreated cells, further indicating that the anchoring of these sequences to nucleoli depends on nucleoli’s integrity. All these results indicate that nucleolar integrity is an important determinant for chromosome organization around nucleoli. To assess whether the detachment of NADs from nucleoli upon nucleolar stress affects gene expression, we performed quantitative RNAseq spiked-in with *ERCC* control RNAs (Fig. 5h). Treatment with ActD for 24 h significantly altered the expression of 5567 genes (log_2_ fold change ≥ 1; *P* < 0.05), of which 3235 genes were upregulated and 2332 were downregulated compared to control cells. To determine whether ActD treatment affects the expression of genes at NADs, we analyzed genes in high-confidence NAD-only regions in ESCs (CF > 30%) (Fig. 5i). We found that 17% of these NAD-genes (507) were upregulated upon ActD treatment, whereas only 9% (260) were downregulated. In contrast, genes at non-NADs (CF < 20%) showed a similar number of up- and downregulated genes. These results suggest that the loss of nucleolar integrity might play a significant role in the derepression of NAD-genes. The upregulated NAD-genes were linked to signaling pathways involving calcium, PI3K-Akt, and p53, the latter being well known to be activated by RNA Pol I inhibition upon ActD treatment^40,41^ (Supplementary Fig. 6c, Supplementary Data 3). We also found that about half of the upregulated NAD-genes remain in contact with nucleoli (Fig. 5i) and, accordingly, the majority of them (71%) were located at rDNA-chromosomes. These results suggest that the nucleolus may also lose its repressive properties under these nucleolar stress conditions, although further investigation is required to fully understand these properties.

**Fig. 5:**
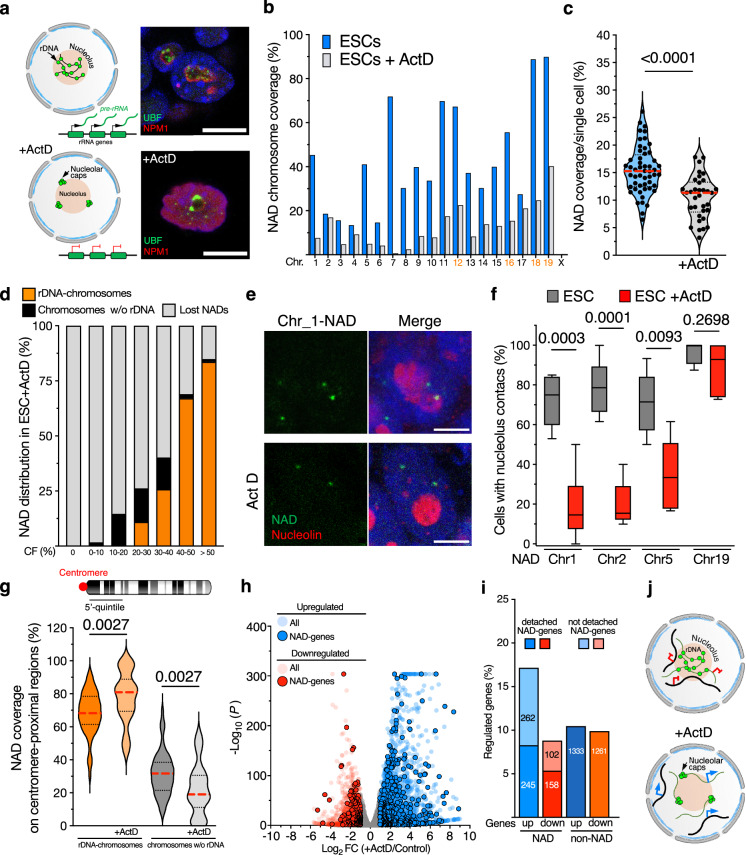
Nucleolar integrity is required for genomic contacts with nucleoli. **a** Left panel, alterations in nucleolus structure upon Actinomycin D (ActD) treatment, showing the re-organization of rRNA genes, which form nucleolar caps. Right panel, immunofluorescence images of nucleolar markers UBF and NPM1. Scale bar is 9 μm. **b** Histogram showing NAD coverage/chromosome average from single nucleoli of untreated ESCs (blue) and 34 microdissected nucleoli from ActD-treated ESCs (gray). **c** Violin plots showing NAD coverage in single untreated ESCs (blue) and ActD-treated ESCs (gray). Data from ESCs were also shown in Fig. 1f. Red dashed lines indicate the median, and black dotted lines the quartiles. Statistical significance (*P*-value) was calculated using the unpaired two-tailed *t*-test. **d** Distribution of NADs in ActD-treated ESCs as a function of nucleolar CF. **e** Representative immuno-FISH images for NAD at chromosome 2. Nucleolin serves as a nucleolar marker. Scale bar is 5 μm. **f** Box plots represent quantifications of immuno-DNA-FISH analyses showing the percentage of cells displaying NADs contacting nucleoli. Error bars represent s.d. Statistical significance (*P*-values) from three independent experiments was calculated using a two-sided Mann–Whitney test. Box plots depict the minimum and maximum values. The horizontal line within the boxes represents the mean value. **g** NAD coverage at the centromere-proximal regions (the first 5’-quintile) between rDNA–chromosomes and chromosomes without (w/o) rDNA. rDNA on untreated ESCs and ESCs treated with ActD. Red dashed lines indicate the median and black dotted lines the quartiles. Statistical significance (*P*-value) was calculated using the unpaired two-tailed *t*-test. **h** Volcano plot showing fold change (log_2_ values) in transcript levels of ESC + ActD and control ESCs. Gene expression values of three replicates were averaged and selected for log2 fold changes ≥ 1 and adjusted (adj.) *P* < 0.05. **i** Proportion of NAD-only genes (CF < 30%) and non-NAD genes (CF < 20%) in ESCs that become up- and downregulated in ESCs. **j** Schematic representation of alterations in genomic contacts with nucleoli and gene expression following ActD treatment. The upregulation of NAD genes and the formation of nucleolar caps are shown. Source data are provided as a Source Data file.

Together with the reactivation of NAD genes during ESC differentiation into NPCs upon loss of nucleolar contact, these results are consistent with the possibility that the nucleolus is linked to gene repression, although its direct regulatory role remains to be fully established (Fig. 5j). Moreover, the data demonstrate that NoLMseq is a unique and only genomic method for studying the role of nucleolus in genome organization under nucleolar stress conditions that affect nucleolar integrity.

### Genomic contacts with nucleoli are predominantly mono-allelic

Recent data have started to detect allelic asymmetry in gene expression and 3D-genome organization^42,43^. So far, however, all studies on NADs were performed using cells whose maternal and paternal chromosomes could not be distinguished from each other, as in the case of the E14 ESC line that derives from a fully inbred homozygous mouse strain. Consequently, the information on NAD coverage has been based on the assumption that both alleles contact nucleoli. To determine the allelic distribution of NADs in single nucleoli, we applied NoLMseq to the male mouse F123-ESC line that was derived from the F1 generation of two fully inbred homozygous mouse strains: *Mus musculus castaneus* (CAST, paternal chromosomes) and *Mus musculus domesticus* S129S4/SvJae (S129, maternal chromosomes)^44^. The F123 DNA sequence has been well characterized and contains a high density of single-nucleotide variants (SNVs), with an average of 1 SNV every 124 nucleotides across autosomes^45^. We analyzed NAD profiles from 50 microdissected nucleoli of F123-ESCs by aligning them against the F123 genome to identify allele-specific NADs (i.e., NAD_S129_ and NAD_CAST_) (Fig. 6a). The vast majority (93%) of total NADs identified in F123-ESCs corresponded to NADs identified in E14-ESCs, indicating that genomic contacts with nucleoli are generally conserved between cell lines with the same developmental stage but from different strains (Supplementary Fig. 7a). NADs of F123-ESCs showed a slightly lower genome coverage (11.3%, calculated to haploid genome) relative to 15% NAD coverage measured in E14-ESCs (Fig. 6B). Surprisingly, we found that a large fraction of NADs (86%) are mono-allelic (Fig. 6a–c). Monoallelic NADs were equally distributed among S129 and CAST chromosomes (Supplementary Fig. 7b). Notably, rDNA-chromosomes have about 10-fold higher proportion of biallelic NADs compared to non-rDNA chromosomes (Supplementary Fig. 6c). The distinction between monoallelic and biallelic NADs was also evident from nucleolus CF analysis, which showed that biallelic NADs have a higher CF than monoallelic NADs whereas NAD-only and NAD/LAD regions display similar content (Supplementary Fig. 7d). We validated these results by DNA–FISH for two strong NADs, one located at chromosome 5 and another located at the rDNA-chromosome 19 and close to the rDNA locus (Fig. 6d). The NAD of chromosome 5 showed monoallelic contacts in almost all the cells. Remarkably, even the NAD of chromosome 19, located close to the rDNA locus, showed mono-allelic contacts with nucleoli in 50% of the cells, supporting the results of NoLMseq. This prevalent mono-allelic NAD distribution resulted in a much lower NAD coverage per cell (5.6%, 297 Mbp) compared to the previously assumed bi-allelic distribution (Fig. 6e). To determine whether mono- and bi-allelic NADs reflect differences in chromatin modifications, we performed ChIPseq analysis for H3K9me2, H3K27ac, and H3K4me3 in F123-ESCs (Fig. 6f). We found that bi-allelic NADs are in a more repressed chromatin states than mono-allelic NADs since they display reduced levels of H3K27ac and H3K4me3 and higher levels of H3K9me2, the latter the repressive histone mark characterizing NADs in ESCs^20^. Similarly, RNAseq analyses showed a significantly lower expression of genes located at bi-allelic NADs (Fig. 6g). 

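Gene expression in F123-ESCs, the hybrid line with a maternal S129 and a paternal CAST copy of each autosome, was measured by stranded RNAseq of polyA-enriched RNA in 4 libraries of untreated cells, sequenced with paired reads of 150 bp. The authors removed reads of ribosomal RNA, trimmed the remaining reads, aligned them with STAR to the mm10 genome masked at the SNPs between the strains, and divided them by SNPsplit into S129 and CAST reads. They deposited, for 24026 genes, an RPKM of each allele in each library, so that each gene has 8 values, together with the average over the libraries and its log10(RPKM+1). Reads that cover no SNP between S129 and CAST enter none of these values. The steps between the RPKM values of a column gave back the number of reads behind them. The totals of S129 and CAST reads came to 56627972 in replicate 1, 50284965 in replicate 2, 48178422 in replicate 3 and 34120416 in replicate 4. A single read on a gene of 1000 bp stands for between 0.0348 and 0.0598 RPKM, depending on the allele and the library. The 2 alleles were averaged within each library, and all values below are means over libraries with their SD.

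The median of log10(RPKM+1) over the 24026 genes was 0.292 ± 0.0079 (SD, n = 4 libraries). Genes under 0.1 RPKM made up 32.5% ± 0.31 (SD, n = 4), and genes with at least 1 RPKM made up 49.7% ± 0.33 (SD, n = 4). Over the averages of the libraries, the quartiles were 0.0311 and 9.58 RPKM around a median of 0.975 RPKM, and 3783 genes, or 15.7%, were listed at 0 in all 8 columns. Among the alternatives computed, the median of log10(RPKM+1) moved most when only genes with a mean of at least 0.1 RPKM were kept, to 0.758. X-linked genes enter the values over all genes with a CAST allele that these male cells lack. On the autosomes, the median was 0.311 ± 0.0077 (SD, n = 4) for the mean of both alleles. It was 0.302 ± 0.0091 (SD, n = 4) for the S129 allele and 0.298 ± 0.0082 (SD, n = 4) for the CAST allele. Within libraries, S129 was higher in 4 of 4, by 0.0042 ± 0.0032 (SD, n = 4; two-sided exact sign-flip permutation test, p = 0.13, the smallest p that 4 libraries allow). The S129 total holds the X-linked reads, which lowers the S129 RPKM of autosomal genes, so the size of this difference depends on the scaling. Which genes lie at bi-allelic and at mono-allelic NADs was not used here, so the comparison of Fig. 6g was not computed. The paper sets the lower expression at bi-allelic NADs beside their reduced levels of H3K27ac and H3K4me3 and their higher levels of H3K9me2, from which it concludes that bi-allelic NADs are in a more repressed chromatin state than mono-allelic NADs.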

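The transcription factor genes Gata6 and Taf4b both lie on chromosome 18, one of the rDNA-chromosomes. Gata6 (ENSMUSG00000005836; 11052064 to 11085635 in mm10) had 1.40 ± 0.25 RPKM (SD, n = 4 libraries) as the mean of both alleles. The S129 allele had 1.35 ± 0.36 RPKM and the CAST allele 1.44 ± 0.21 RPKM (SD, n = 4 each). These values rest on at least 57 to 171 reads per allele and library. In the S129 allele of replicate 4, with the fewest reads, the exact 95% Poisson interval ran from 0.777 to 1.33 RPKM, which covers counting error only. The difference between the alleles was not larger than the spread between libraries, at a log2 difference of -0.10 on the log2(RPKM+0.1) scale (S129 minus CAST, standard error 0.11, adjusted p = 0.471 from limma with Benjamini-Hochberg adjustment, S129 higher in 1 of 4 libraries). Its size depended on single libraries. It was -0.22 without replicate 1 (adjusted p = 0.0750 from limma) and -0.014 without replicate 3 (adjusted p = 0.925 from limma).

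Taf4b (ENSMUSG00000054321; 14783245 to 14900359) had 6.21 ± 0.57 RPKM (SD, n = 4), with 5.47 ± 0.57 RPKM on the S129 allele and 6.96 ± 0.59 RPKM on the CAST allele. From 422 to 974 reads stood behind each of its values. The CAST allele was higher in all 4 libraries, with a log2 difference of -0.35 (S129 minus CAST, standard error 0.038, adjusted p = 0.00181 from limma with Benjamini-Hochberg adjustment). With whole reads not divided by the total of the allele, it was -0.295. A difference between the alleles is not particular to Taf4b, since the same test called 62.7% of 13341 genes. The RPKM of Taf4b was above that of Gata6 in 4 of 4 libraries, by 2.09 ± 0.24 on the log2(RPKM+0.1) scale (SD, n = 4; two-sided exact sign-flip permutation test, p = 0.13, the smallest p that 4 libraries allow). As only reads that cover a SNP are counted, RPKM of different genes also depend on the SNPs each holds, so this difference is one of the deposited values and not of transcript levels. It moved most when the RPKM were recomputed with the length of all annotated exons of each gene, to 3.02. For Gata6, 3194 bp is the smallest length that makes its reads whole, and a multiple of it, with as many times the reads, would fit the values as well. Its annotated exons together span 6508 bp. The value of 3.02 rests on the smallest length, and at 2 times this length, 6388 bp, the difference was 2.11. For Taf4b both lengths were 5149 bp.

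**Figure D1:**
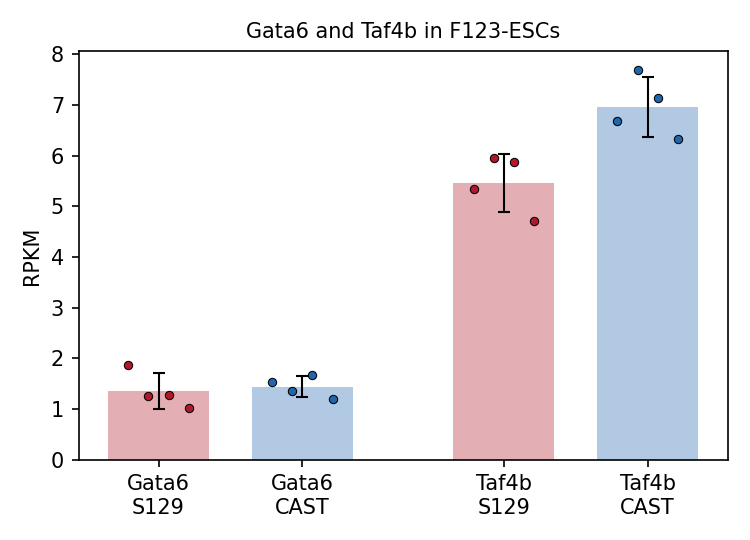
RPKM of Gata6 and Taf4b on the S129 and the CAST allele of F123-ESCs. Bars show the mean and error bars the SD over 4 libraries, and points show replicates 1 to 4 from left to right. Gata6 lies between 1.03 and 1.86 RPKM and Taf4b between 4.71 and 7.68 RPKM.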

Among genes located at bi-allelic NADs, we found cell type specific transcription factors, such as *Gata6* and *TAF4b*, as well as genes linked to metabolic pathways and neuroactive ligand-receptor interactions (Supplementary Fig. 7e). These results further indicate that high-frequency contact with nucleoli, even at the allelic levels, results in a more repressive state.

**Fig. 6:**
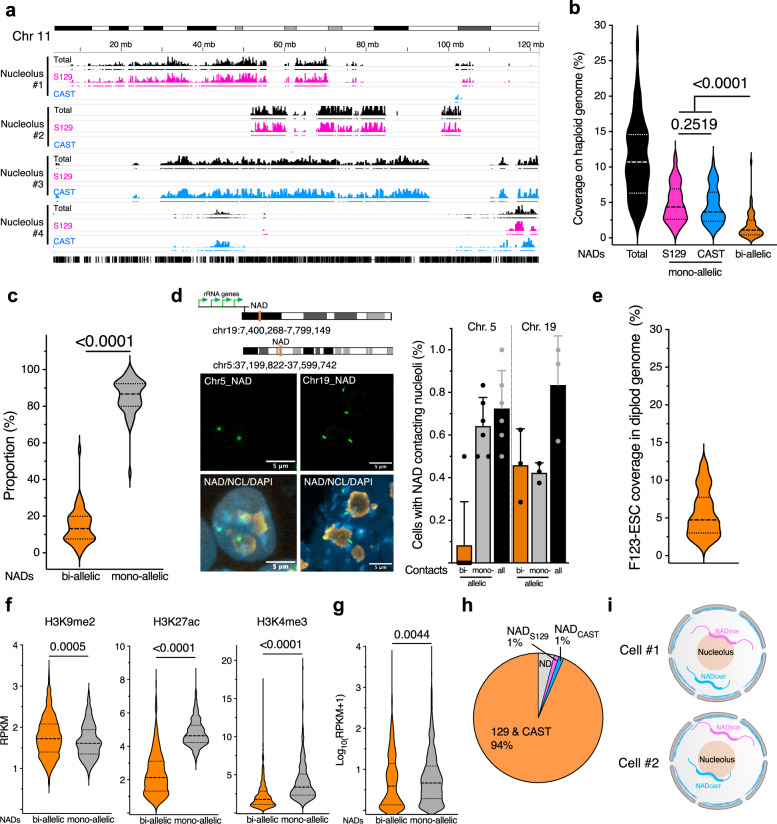
Genomic contacts with nucleoli are mono-allelic. **a** NoLMseq tracks displaying NAD sequences from four microdissected single nucleoli from hybrid F123-ESCs (S129/CAST) on the total mm10 genome, maternal S129 genome and paternal CAST genome. Bars below the tracks indicate NADs called on respective genomes. **b** NAD coverage from single nucleoli calculated over the haploid genome. Median and quartiles are shown. Statistical significance (*P*-value) was calculated using the unpaired two-tailed *t*-test. **c** Proportion of bi-allelic and mono-allelic NADs in single nucleoli. Black dashed lines indicate the median, and black dotted lines indicate the quartiles. Statistical significance (*P*-value) was calculated using the unpaired two-tailed *t*-test. **d** Left panel shows DNA-FISH images of an NAD located on chromosome 19. The right panel is the quantification of bi-allelic and mono-allelic contacts with nucleoli. Data are from three independent experiments. Scale bar is 5 μm. Error bars indicate s.d. **e** NAD coverage from single nucleoli over the diploid genome. The black dashed line indicates the median, and the black dotted lines indicate the quartiles. **f**, **g** Levels of H3K9me2, H3K27ac, and H3K4me3 (**f**) and gene expression (**g**) at bi-allelic and mono-allelic NADs. Values are shown as average RPKM. Violin plots where black dashed lines indicate the median and black dotted lines indicate the quartiles. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t*-test. **h** Pie chart showing the amounts of paternal (NAD_CAST_) and maternal (NAD_S129_) NADs. **i** Model showing that mono-allelic distribution of NADs at nucleoli of single cells is generally not parent-specific. Source data are provided as a Source Data file.

Next, we asked whether the mono-allelic distribution of NADs might be parent-specific. We applied stringent criteria to assign parent-specific NADs, considering, for example, that a specific NAD_S129_ should have >25% nucleolar CF with the S129 genome and <10% nucleolar CF with the CAST genome (Fig. 6h). However, very few NADs (1% on both alleles) showed a parent-specific distribution. This indicates that, generally, in one cell, it is the paternal allele contacting nucleoli while in another cell it is the maternal allele (Fig. 6h).

## Discussion

We described NoLMseq, a method able to measure genome organization around nucleoli in single cells. LCM has been widely used in various omics approaches for isolating single cells or specific tissue regions^23–27^. NoLMseq has adapted this technology to study subcellular genomic compartments, specifically the nucleolus, enabling precise examination of the genome architecture surrounding the nucleolus in single cells.

Relative to previous NAD methods, NoLMseq not only detects NADs in single nucleoli, but it can also be applied to study genome organization around nucleoli under conditions of nucleolar stress, which profoundly alter nucleolar structure^6–9^ and that could not be examined with current methods, making it elusive how genome structure around nucleoli responds to nucleolar stress. The data revealed a profound reorganization of the genome around “stressed” nucleoli, such as an increase in nucleolar contacts of centromere-proximal sequences of rDNA–chromosomes, while the rest of the chromosomes lose their contact. The genomic data obtained by NoLMseq are also consistent with recent image analyses showing that perturbation of nucleolus structure upon downregulation of the RNA polymerase I subunit RPA194 reduced centromere-nucleolus interactions^46^. These results indicate that nucleolar structure and integrity play an important role in genome organization, and future studies will address alterations in chromosomal interactions with nucleoli under pathological stress conditions, impacting ribosome biogenesis, and how these perturbations are caused and their functional significance. The results also showed that NADs are very dynamic and NoLMseq represents a unique technique able to capture NADs at the present state rather than averages of the past and present states, as in the case of DamID, as recently discussed^47^.

The detection of NADs in single nucleoli using NoLMseq has proven to be highly precise compared to previous methods and capable of providing unexplored insights into genome organization. For example, NoLMseq determined that active genes, such as ribosomal protein genes and tRNA genes, also have high-frequency contacts with nucleoli. Interestingly, previous imaging analyses in living or fixed yeast cells reported the proximity of some ribosomal protein genes and tRNA genes to nucleoli^48,49^, suggesting that the nucleolus could act as a compartment for the regulation of the expression of these key components of the translation machinery. The presence of some active genes at nucleoli is also consistent with a recent study showing that the localization of genes at the repressive B compartment or proximal to nucleoli does not necessarily preclude transcription^50^.

The accuracy of NoLMseq in detecting NADs relative to cell population studies is also shown by the identification of ESC_sp_-NADs that contain genes activated in NPCs, which could not be detected in previous cell population studies using Nucleolar–DamID^20^. One explanation for these results is that while nucleolar DamID allows for the classification of genomic regions as associated or not associated with the nucleolus, it lacks the sensitivity to quantify the degree of this association. In contrast, NoLMseq enables the quantification of nucleolar CF and the use of stringent criteria to robustly define NADs, as in the case of ESC_sp_-NADs, defined as high-confidence NADs in ESCs that were consistently excluded from the nucleolus (>25% CF in ESCs, <10% CF in NPCs). Thus, this quantitative resolution provides a more nuanced view of nucleolar genome organization and enables the detection of gene expression changes that were only partially captured with Nucleolar–DamID. These results are consistent with the possibility that the nucleolus might be linked to gene repression.

Because of the single-nucleolus detection, NoLMseq revealed that ESCs display a certain heterogeneity in genomic contacts, with nucleoli showing two major cell populations with distinct chromatin features and potentially associated with different developmental states. These results are also consistent with recent data showing heterogeneity of nuclear organization between individual single ESCs even when cultured with a ‘2 inhibitor’ (2i) cocktail that is known to induce homogenous expression profiles across single cells^51,52^. Finally, the application of NoLMseq in the hybrid F123-ESC line showed that genomic contacts with nucleoli are mainly monoallelic. This result clearly provided a more accurate value of NAD coverage, which was previously calculated based on either a haploid genome or by assuming that all NADs are bi-allelic in the diploid genome. The average NAD coverage of 5.6% (i.e., ca. 297 Mbp) per cell obtained in the F123-ESC line is much lower than the 30% NAD coverage measured in ESC population studies using both purified nucleoli and Nucleolar–DamID methods^18,20^. Although this calculated NAD coverage value does not include repetitive sequences such as major and minor satellites, which are known to contact nucleoli but are not present in the reference genome, it clearly represents a more realistic scenario than having one-third of chromosomes contacting nucleoli. Moreover, the data showed that bi-allelic NADs have high nucleolar CF and are in a more repressive state than monoallelic NADs, further supporting the efficacy of NoLMseq in identifying NADs and the nucleolus acting as a repressive compartment.

A limitation of NoLMseq is that it can be applied only to cells with one nucleolus, like mESCs, since the current state of laser technology does not allow the microdissection of very small cellular organelles. However, there are many biomedically relevant cell types that have one large nucleolus, such as hematopoietic stem cells, adult stem cells, and T cells, to name a few. On the other side, NoLMseq offers several unique advantages over other methods, as it is the only method likely to be applicable under conditions of nucleolar stress, as demonstrated by the analysis of ESCs treated with ActD.

Together, the results demonstrate that NoLMseq not only accurately measures chromosome contacts around single nucleoli but also provides novel insights into genome organization around nucleoli that could not be detected by previous studies. We predict that NoLMseq will not only be a critical tool to study genome organization around the nucleolus in biological populations but also to study how the 3D-genome organization responds to nucleolar stress in disease states and understand the functional consequences of these alterations.

## Methods

### Cell lines

One hundred and twenty-nine mouse embryonic stem cells (E14 line) were cultured in serum medium containing Dulbecco’s modified Eagle’s medium + Glutamax (Life Technologies), 15% FCS (Life Technologies; Cat no. 10270106 FBS South American), 1× MEM NEAA (Life Technologies), 100 μM β-mercaptoethanol, recombinant leukemia inhibitory factor, LIF (Polygene, 1000 U/ml), 1× penicillin/streptomycin (Life Technologies). ESCs were seeded at a density of 50,000 cells/cm^2^ in culture dishes (Corning CellBIND surface) coated with 0.1% gelatin without a feeder layer. Propagation of cells was carried out every 2 days using enzymatic cell dissociation. ESCs were treated with Actinomycin D (10 ng/ml) for 24 h before downstream analyses.

Neural progenitor cells were generated from ESCs, according to a previously established protocol^53^. In brief, differentiation used a suspension-based embryoid bodies formation (Bacteriological Petri Dishes, Bio-one with vents, Greiner). The neural differentiation media (DMEM, 10% fetal calf serum, 1× MEM NEAA, 2 mM Pen/Strep, β-mercaptoethanol, and sodium pyruvate) were filtered through 0.22 μm filters and stored at 4 °C. During the 8-day differentiation procedure, the media were exchanged every 2 days. In the last 4 days of differentiation, the media were supplemented with 2 μM retinoic acid to generate neural precursors that are Pax-6-positive radial glial cells.

F123-ESCs (mouse male, hybrid cell line, F1 S129/Jae and Cast mouse cross)^44^ were cultured on a layer of mitotically inactivated feeder murine embryonic fibroblasts under standard conditions (DMEM, supplemented with 15% KSR, 1× Glutamax, 10 mM non-essential amino acids, 50 µM beta-mercaptoethanol, 1000 U/ml LIF). Media was changed every 24 h. Before harvesting, mESCs were passaged onto feeder-free ESGRO-gelatin (EMD Millipore SF008). coated plates for at least 2 passages to remove feeder cells. Cells were harvested after approximately 48 h at 70–80% confluency. F123-ESCs were a gift from Bing Ren, University of California, San Diego.

### NoLMseq

For laser-microdissection, cells were grown on ESGRO-gelatin-coated and UV-irradiated PET membrane slides (1.4 μm thick, RNase-free, MMI, 50102) for 24 h. Cells were washed twice with 1× PBS and fixed with EM-grade freshly-depolymerized 3% PFA in 1× PBS for 30 min. The slides were then placed in 70% ethanol for 1 min and air dried. The slides were then washed with filtered ultra-pure H_2_O (3 × 1 min each) and air dried. Single nucleoli were laser microdissected with the MMI Laser Capture Microdissection Nikon microscope (Molecular Machines & Industries) into single 0.2 ml tubes (transparent MMI caps, 50208). Nucleoli were identified by bright-field imaging. A 0.2 ml cap filled with transparent adhesive material was lowered onto the cells. A laser was used to cut the PET membrane surrounding each nucleolus and the cut PET membrane section along with the single nucleolus was lifted off by the sticky cap. Each single nucleolus was collected in a separate cap and stored for further processing. Nucleoli identified using bright-field microscopy were initially focused using Köhler illumination to achieve optimal contrast for accurate visualization of the nucleoli. To ensure precision, the stage was adjusted with camera-stage alignment, maintaining an inclination of less than ±0.1°. Paraxial lens offset was employed to align the optical axes of all objectives. Laser alignment was calibrated by firing a single shot, adjusting the pixel center of the imaging system to coincide with the laser beam center. Laser cutting parameters, such as cut velocity, laser focus, and laser power, were then optimized. The cut velocity was set at 20 μm/s, laser power at 0.001% of maximum capacity, and the focus was calibrated for each cut to achieve a cut diameter of 0.25 μm thickness, ensuring reproducibility. Prior to nucleolus excision, the laser was refocused on an empty area of the slide, where a cut similar in size to the nucleolus was drawn. The laser’s inner ring was positioned 0.25 μm from the edge of the drawn shape. When the cap was lowered onto the membrane with the sample, any membrane displacement (typically a few microns) was corrected using the Cap Z offset. To maintain consistent focus during slide movement, the slide surface focusing function of the microscope was employed to account for potential topological differences in the membrane. Upon identifying a cell with a distinct nucleolus, a 0.2 mL cap containing a transparent adhesive was lowered onto the sample. The inner ring of the laser used to cut the PET membrane is positioned approximately 0.25 μm from the outer edge of the nucleolus. The excised PET membrane, along with the nucleolus, was lifted off using the adhesive cap. The cap was lowered onto an empty area of the membrane to check that the sample was correctly excised. Any caps with improper cuts or those lacking a clearly identifiable nucleolus were discarded. Only caps containing correctly isolated nucleoli were retained for further processing and analysis. After collection, a new cap was added, and the entire focusing and cutting process was repeated to ensure consistency across samples. Each nucleolus was collected in a separate cap for further processing.

Whole-genome amplification (WGA) was carried out using the MALBAC single-cell WGA kit (YK001A) following the manufacturer’s recommendations with minor modifications. The entire WGA reaction was carried out in the same 0.2 ml tube with a single nucleolus. Another tube, with an empty section, was used as a negative control, whereas 30 pg of whole cell DNA was used as a positive control for the WGA reaction. The cell lysis reaction was first carried out by using a heated lid at 50 °C for 50 min, and then samples were collected by briefly spinning and proceeding with the cell lysis reaction again at 50 °C for 50 min, followed by inactivation at 80 °C for 10 min. The reaction is then cooled to 4 °C. The lysis step is followed by a pre-amplification step, which involves the quasilinear amplification using random primers at 20 °C progressively with 10 °C steps till 70 °C. After cooling, the samples were subjected to a final amplification step by 20 cycles of PCR.

WGA-amplified DNA was purified using a Qiagen MinElute PCR Purification Kit and eluted in 140 μl ultrapure library-grade H_2_O. The amplified nucleolar DNA was checked on a 2% agarose gel to select positive samples showing smears corresponding to amplified DNA similar to the positive control. The positive samples were further checked for the presence of rDNA and the absence of the Tubulin gene by PCR on an agarose gel. The samples that passed this quality control check were then used for library preparation and sequencing. In total, 120 μl of the reaction was first sonicated in split-cap tubes by Covaris E220 to obtain fragments around 300–500nt in length (Peak power—75, Duty factor—20, cycle/bursts—1000, duration—35 s). The samples were then purified and concentrated with AMPure XP beads (Beckman Coulter, A63881) and used for Illumina library using the NEBNext ultra II kit (NEB E7600). Briefly, NoLMseq samples (10–100 ng) were end-repaired and polyadenylated before the ligation of Illumina-compatible adapters. The adapters contain the index for multiplexing. Library concentrations were estimated using a Qubit® 4 fluorometer (Thermo Fisher Scientific) and the 4200 TapeStation system, and libraries were pooled together in batches averaging 40 samples. Each library pool was sequenced in single-end 100 bp in one lane of Novaseq6000 to get an average of 10 million reads per library.

For data analysis, NoLM-seq reads were aligned to the mouse mm10 reference genome using Bowtie2 (version 2.5.0^54^) with default parameters. PCR duplicates were removed using samtools^55^. Positive NAD bins were called using SICER2^56^, using the sequenced gDNA file as the control file and the parameters *w* = 100,000, *g* = 100,000, fdr = 0.0001. Bigwig files were created from the bam files using bamCoverage from deeptools^57^. For F123-ESCs, an N-masked genome was created using the mm10 reference genome and the Variant Call *Format* (VCF) file from the mouse genome project containing the SNP information for all strains. The SNPsplit package^58^ was used to read the VCF file and extract the SNP information for the S129/SvJae and CAST strains and N-mask for the mm10 genome. The reads were aligned using Bowtie2 to this N-masked reference genome using default parameters. SNPsplit was then used to tag the SNPs for S129/SvJae and CAST alleles in the bam file and sort the haplotype-specific bam files for both alleles. bamCoverage and Sicer2 positive NAD calling were performed independently on the allele-specific bam files. Integrative Genome Viewer (IGV, version 2.15.4)^59^ was used to visualize and extract representative single-nucleolus NoLMseq bigwig and bed tracks.

Nucleolar contact frequency was calculated at a 100 kb resolution. We defined NADs as sequences with a >20% nucleolar contact frequency. Our sequencing results show that ~15% of the genome is recovered per single nucleus. Given the NAD volume, this coverage value indicates that one-third of the recovered sequences upon microdissection of one single cell may arise from non-NADs. Thus, in each single microdissected sample, approximately one-third of the captured sequences would originate from non-NAD regions. By integrating the data from 53 microdissected cells using a CF threshold of 20%, the probability that a non-NAD region is falsely classified as a NAD is only 0.000144%. Since the mouse genome comprises 27,904 100 kb bins, the expected number of false-positive calls in the data is 0.04, less than a single bin. CF threshold was calculated using the cumulative distribution function (CDF) $${{{\rm{P}}}}\left({{{\rm{X}}}}\le {{{\rm{k}}}}\right)=\sum i=0k\left({in}\right){pi}\left(1-p\right)n-1$$ where “n” is the number of single nucleoli samples, “*p*” is the probability that a false-positive region is present in the sample, “*k*” is the contact frequency threshold. For the hierarchical clustering of NADs, NAD chromosome coverages in single nucleoli were used for clustering single nucleoli based on divisive clustering (Diana) using the “cluster” package (version 2.1.6) in R.

For randomization, we generated 53 randomized control datasets, each matched in genome-wide coverage to one of the 53 ESC NoLM-seq samples. For each dataset, we randomly assigned 100 kb genomic bins as either “NAD” or “non-NAD,” matching the total number and proportion of NAD-classified bins as those observed in the corresponding experimental samples. The contact frequency distribution was calculated similarly to ESC NoLM-seq samples. Proportions of regions from rDNA-chromosomes, non-rDNA chromsomes and XY-chromosomes over contact frequencies were plotted using Graphpad Prism (version 10.5.0). Randomized control datasets were generated for NPCs in a similar manner.

Bootstrapping analysis was performed in R using 1000 iterations to randomly sample NADs from the NADs of populations 1 and 2. Enrichment for each histone mark (H3K27ac, H3K4me1, H3K4me3, H3K9me2, H3K9me3, and H3K27me3) was calculated and tested for significance. The empirical *p*-value was computed as the proportion of bootstrap iterations in which the enrichment difference was equal to or greater than the observed difference between the two subpopulations.

Autocorrelation analysis was performed using a custom Python script on the NAD profiles from single nucleoli of embryonic stem cells (ESCs) and neural progenitor cells (NPCs). The autocorrelation function (ACF) was computed for each sample using Pearson correlation coefficients at increasing lag distances (1–50 bins). To quantify the rate of autocorrelation decay, we fitted an exponential function of the form $${{{\rm{ACF}}}}({{{\rm{x}}}})={{{\rm{a}}}}\cdot {{{{\rm{e}}}}}^{-{{{\rm{bx}}}}}$$, where *a* represents the initial autocorrelation and *b* is the decay constant, which reflects how rapidly NAD associations are lost over increasing genomic distances. Data visualization was carried out using Matplotlib (https://github.com/matplotlib/matplotlib). ACFs and their corresponding exponential fits were plotted for both ESCs and NPCs, with fitted parameters (amplitude *a* and decay constant *b*).

### RNAseq

Total RNA was purified with TRIzol reagent (Life Technologies). The quality of the isolated RNA was determined with a Qubit® 4 fluorometer (Life Technologies, California, USA) and 4200 TapeStation system (Agilent, Santa Clara, California, USA). Only those samples with a 260 nm/280 nm ratio between 1.8 and 2.1 and a 28S/18S ratio within 1.5–2 were further processed. The TruSeq Stranded mRNA (Illumina, Inc., California, USA) was used in the succeeding steps. Briefly, total RNA samples (100–1000 ng) were polyA-enriched and then reverse-transcribed into double-stranded cDNA. The cDNA samples were fragmented, end-repaired and adenylated before ligation of TruSeq adapters containing unique dual indices (UDI) for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using the Qubit® 4 fluorometer. The product is a smear with an average fragment size of approximately 260 bp. Libraries were normalized to 10 nM in Tris-Cl 10 mM, pH 8.5, with 0.1% Tween 20. The NovaSeq X (Illumina, Inc., California, USA) was used for cluster generation and sequencing according to standard protocol. Sequencing was paired-end at 2 × 150 bp.

The quality of the reads was checked by FastQC, a quality control tool for high-throughput sequence data^60^. The quality of the reads was increased by applying: a) SortMeRNA^61^ (version 2.1) tool to filter ribosomal RNA; b) Trimmomatic^62^ (version 0.40) software package to trim the sorted (a) reads. N-masked genome was created using the mm10 reference genome and the VCF file from the mouse genome project containing the SNP information for all strains. The SNPsplit package^58^ was used to read in the VCF file and extract the SNP information for the S129/SvJae and CAST strains and N-mask the mm10 genome. The sorted (a), trimmed (b) reads were mapped against the Nmasked mouse genome (mm10) using the default parameters of the STAR (Spliced Transcripts Alignment to a Reference, version 2.6^63^). SNPsplit was then used to tag the SNPs for S129/SvJae and CAST alleles in the bam file and sort the haplotype-specific bam files for both alleles. 

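The reads assigned to an allele were nearly even between the strains, with 50.8% to 51.0% of the assigned reads of a library on S129. The cells are male and carry the S129 copy of the X chromosome. Its reads are part of these totals, with 1048154 S129 and 1176 CAST reads in replicate 1. The excess on S129 therefore does not by itself show a preference for one strain. Between 0.112% and 0.132% of the reads on 1058 X-linked genes were assigned to CAST in the 4 libraries, which gives the level at which reads reached the wrong allele there. All 64 listed genes of the Y chromosome stood at 0 in every column.

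The S129 share of the reads was computed for 11320 protein-coding genes with at least 400 reads, of which 10946 are autosomal. The median share was between 49.6% and 51.1% on 15 of the 19 autosomes. On chromosome 3 it was 51.3% over the 81 genes up to Jade1, which starts at 41555731, and 37.1% over the 452 genes from Sclt1, which starts at 41626720, to the end. In single libraries the median of the latter part lay between 37.1% and 37.3%. On chromosome 16 it was 64.3% over the 270 genes up to Zbtb11, which starts at 55973883, and 50.5% over the 95 genes from Pcnp, which starts at 56007245. In single libraries the former part lay between 64.2% and 64.5%. These positions were chosen from the data, as the point that divides the shares of a chromosome best, and that on chromosome 3 fell between 41626720 and 46442197 in single libraries. On chromosome 6 the median share was 54.2% (527 genes) and on chromosome 8 it was 46.6% (623 genes).

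Between the alleles, limma was applied to the log2(RPKM+0.1) difference S129 minus CAST within each library, for 13341 genes with at least 1 RPKM in both alleles together. With Benjamini-Hochberg adjusted p under 0.05, 4187 genes were higher on S129 and 4182 higher on CAST. On the autosomes the numbers were 3721 and 4180 of 12869 genes. Which allele had more calls there depended on the scaling, since the S129 total holds the X-linked reads. With whole reads not divided by the total of the allele, 4395 and 3719 of 13865 autosomal genes were called. With the median of each chromosome taken out, 3714 and 3715 were called. This centring by itself places about as many genes on either side, so these counts do not show which allele is higher. On the X chromosome, 464 of 467 genes were higher on S129. At 2-fold or more, 810 autosomal genes were higher on S129 and 724 higher on CAST. Without pairing the alleles by library, 3292 and 3133 genes were called over all chromosomes, and 2825 and 3132 on the autosomes. A mapping preference or a loss of reads at a single gene would recur in all 4 libraries. The calls therefore do not separate it from a difference in expression between the alleles. Gapdh, for example, had 573 RPKM on S129 and 16.6 RPKM on CAST, and the cause was not tested.

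**Figure D2:**
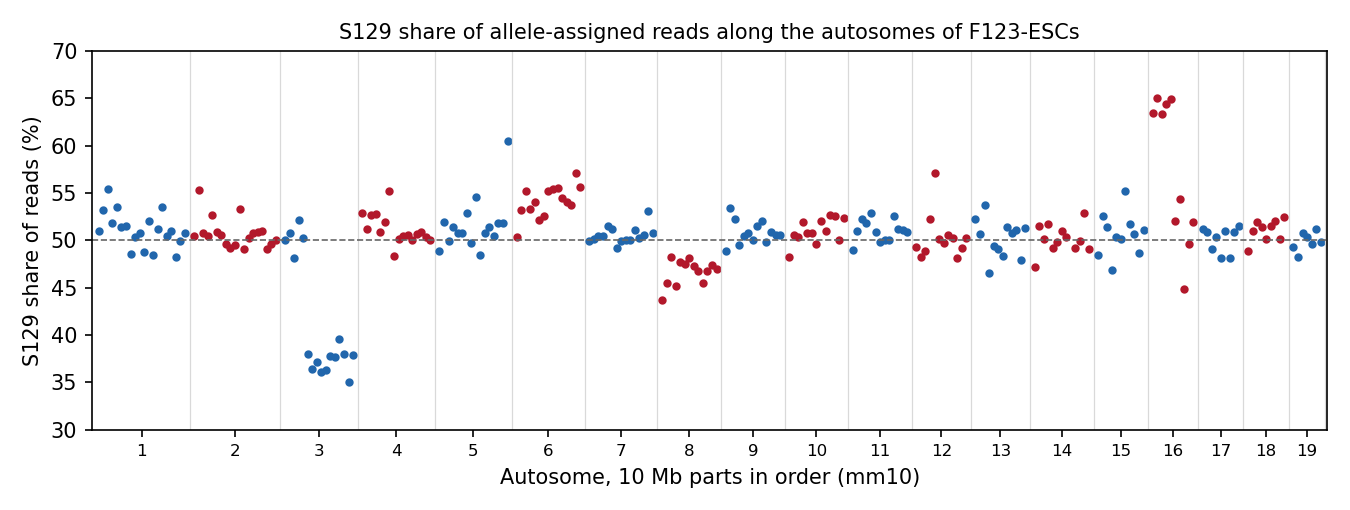
S129 share of allele-assigned reads, in percent, along the 19 autosomes of F123-ESCs. Each point is the median over the protein-coding genes of a part of 10 Mb, colours alternate between chromosomes, and the dashed line marks 50%; from 50 Mb on, the parts of chromosome 3 lie between 35.1% and 39.6%, and up to 50 Mb those of chromosome 16 lie between 63.4% and 65.1%.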

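The deposited RPKM of F123-ESCs are multiples of the RPKM of a single read, which gives back the total and the gene length behind them. The values were counted as whole when every column of a gene lay within 0.02 reads of a whole number, with a further allowance of 2e-07 of the number for rounding, and 20134 of the 20243 genes above 0, or 99.5%, came out whole. The total was that of the reads of one allele in one library, from 16716721 in replicate 4 of CAST to 28772351 in replicate 1 of S129. The length was that of the transcript listed first for the gene in GENCODE M21 for 17608 genes, or 87.0%, and that of another transcript for 1518 genes. For 1004 genes the length was found by search alone. Among genes with at least 1 RPKM and the length of the first listed transcript, the annotated exons together were at least 2 times as long as this transcript in 3128 of 10199 genes. The reads recovered on genes made up 95.4% to 96.9% of the totals.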

For each gene, reads per kilobase per million (RPKM) were calculated as RPKM = (10^9^ * *C*)/(*N* * *L*), where *C* is the number of reads mapped to a gene, *N* is the total mapped reads in the experiment, and *L* is the gene length in base-pairs for a gene^64^.

Cells were treated with Actinomycin D (10 ng/mL) for 24 h, after which 1 × 10⁶ cells were collected for RNA purification using the Zymo RNA extraction kit (Zymo Research). Three biological replicates were prepared for both ActD-treated and untreated conditions. RNA isolation was performed according to the manufacturer’s instructions. All samples were then spiked with ERCC control RNAs (Thermo Fisher Scientific), following the manufacturer’s recommendations.

Library preparation was carried out using the TruSeq Stranded mRNA kit (Illumina, Inc., California, USA) as described previously. The absolute abundance of mRNA transcripts was assessed using the ERCC92 RNA spike-in control^65^. Most of the 92 ERCC transcripts showed consistent counts between untreated and ActD-treated samples. Reads were aligned to the mouse genome using STAR and RPKM values as described above.

### Single-cell RNAseq

ESCs were cultured as described above, and a single-cell suspension was prepared by dissociating the cells by treatment with Accutase at 37 °C for 3 min. The reaction was quenched with serum-containing medium, and cells were washed twice with PBS supplemented with 0.04% bovine serum albumin (BSA). The concentration of the single cell suspension was assessed using an automated cell counter (LUNA-FX7, Logos) with a fluorescent dye (AO/PI). Library preparation was conducted using the 10× Chromium Next GEM Single Cell 3’ Kit v3.1. Approximately 10,000 cells were loaded onto the Chromium Next GEM Chip G. Library preparation followed the manufacturer’s guidelines outlined in the User Guide (CG000315, Rev F). For sequencing, the resulting libraries were processed on one lane of an Illumina NovaSeq X Plus 10 billion flow cell with a 150 bp paired-end read configuration. Read alignment was performed using STAR against the mouse GRCm39 reference genome. Count matrices were generated with CellRanger (10× Genomics, v8.0.0) using the GRCm39 reference genome and GENCODE M31 gene annotations. Analysis yielded an average of approximately 55,544 reads and 30,658 unique molecular identifiers (UMIs) per cell, across a total of 7304 recovered cells. All downstream single-cell analyses were conducted using the Seurat framework (v5.1). Data visualization was performed using the scRNA shiny app (https://github.com/ucdavis-bioinformatics/scRNA_shiny).

### ChIPseq

ChIP analysis was performed as previously described^66^. Briefly, 1% formaldehyde was added to cultured cells to cross-link proteins to DNA. Isolated nuclei were then lysed with lysis buffer (50 mM Tris-HCl, pH 8.1, 10 mM EDTA, pH 8, 1% SDS, 1× protease inhibitor complete EDTA-free cocktail, Roche). Nuclei were sonicated using a Bioruptor ultrasonic cell disruptor (Diagenode) to shear genomic DNA to an average fragment size of 200 bp. 20 μg of chromatin was diluted to a total volume of 500 μl with ChIP buffer (16.7 mM Tris-HCl, pH 8.1, 167 mM NaCl, 1.2 mM EDTA, 0.01% SDS, 1.1% Triton X-100) and incubated overnight with the ChIP-grade antibodies against H3K9me2, H3K9me3, H3K27me3, H3K4me1, H3K4me3 and H3K27ac. After washing, bound chromatin was eluted with the elution buffer (1% SDS, 100 mM NaHCO_3_). Upon proteinase K digestion (50 °C for 3 h) and reversion of cross-linking (65 °C, overnight), DNA was purified with phenol/chloroform and ethanol precipitated.

The quality and quantity of the isolated DNA were determined with a Qubit® 4 Fluorometer (Life Technologies, California, USA) and the 4200 TapeStation system. Briefly, ChIP samples (1 ng) were end-repaired and polyadenylated before the ligation of Illumina-compatible adapters. The adapters contain the index for multiplexing. The quality and quantity of the enriched libraries were validated using Qubit® 4 Fluorometer and the 4200 TapeStation system. The libraries were pooled to 10 nM in Tris-Cl 10 mM, pH8.5, with 0.1% Tween 20. Sequencing was performed on the NovaSeq 6000 for 100 bp single-end reads (Illumina, Inc., California, USA).

For F123-ESCs, an N-masked genome was created using the mm10 reference genome and the Variant Call Format (VCF) file from the mouse genome project containing the SNP information for all strains. The SNPsplit package^58^ was used to read the VCF file and extract the SNP information for the S129/SvJae and CAST strains and N-mask for the mm10 genome. ChIPseq reads were aligned to the N-masked mm10 reference genome with Bowtie2 (version 2.5.0^54^) using default parameters. PCR duplicates were removed using samtools^55^. SNPsplit was then used to tag the SNPs for S129/SvJae and CAST alleles in the bam file and sort the haplotype-specific bam files for both alleles. Bigwig files were created from the bam files using bamCoverage from deeptools^57^ using default parameters. Integrative Genome Viewer (IGV, version 2.15.4)^59^ was used to visualize and extract representative ChIPseq tracks.

### Gene ontology (GO) enrichment

GO enrichment analysis of genes was performed with DAVID 6.8^67^. All genes in *Mus musculus* were used as the background. Data visualization was performed on Graphpad Prism (version 10.5.0).

### DNA–FISH

DNA–FISH probes for chromosomes 1, 2, 5, and 19 were generated as previously described^20^. The probes were obtained with oligopaint libraries that were constructed using the PaintSHOP interface created by the Beliveau lab and were ordered from CustomArray/Genscript in the 12 K Oligopool format. Each library contains a universal primer pair used to amplify all the probes in the library, followed by a specific primer pair hooked to the 40–46-mer genomic sequences, for a total probe of around 124–130-mers. Oligopaint libraries were produced by emulsion PCR from the pool, followed by a “two-step PCR” and lambda exonuclease as described before^20,68^. Specifically, the emulsion PCR with the universal primers allowed amplifying all pool of probes in the library. The “two-step PCR” led to the addition of a tail to the specific probes bound to the Alexa Fluor 488 fluorochrome. All oligonucleotides were purchased from Integrated DNA Technologies (IDT, Leuven, Belgium). All oligonucleotide sequences and the mm10 coordinates for the probe libraries are listed in Supplementary Data 4.

DNA-FISH was adapted from the protocol of Cavalli’s lab^69^. Cells fixed with 4% PFA for 10 min at room temperature, 24 h after seeding. Cells were washed three times with 1× PBS and then permeabilized with 0.5%Triton-X100/PBS for 10 min on ice, followed by 10 min at room temperature. After three additional washes with 1× PBS, cells were incubated with 0.1 M HCl for 10 min at room temperature, washed twice with 2× SCCT, and twice with 50% Formamide-2× SCCT for 20 min, firstly at room temperature and then at 60 °C. Probe mixture contained around 45pmol of Oligopaint probe, 0.8= µL of ribonuclease A (ThermoScientific, 10mg/mL), and FISH hybridization buffer for a total mixture volume of 20 µL, which was directly added to the slide. Cell DNA was denatured at 83 °C for 8 min, and hybridization was performed in a humid dark chamber overnight at 42 °C. Cells were washed with 2× SCCT for 15 min once at 60 °C and once at room temperature, once with 0.2× SCC for 10 min, twice with 1× PBS for 2 min, and three times with 1× PBT for 2 min. Slides were then incubated for 1 h at room temperature with blocking solution in a dark, humid chamber, and overnight at 4 °C with primary antibody against Nucleolin (Abcam Cat# ab22758). Cells were washed four times with 1× PBT at increasing incubation times (1 × 2 min, 1 × 3 min, 2 × 5 min) and then incubated for 2 h at room temperature with goat anti-mouse IgG (H  +  L) Alexa Fluor 546 (ThermoFischer Cat# A11035) in a dark, humid chamber. Slides were washed four times with 1× PBT at increasing incubation times (1 × 2 min, 1 × 3 min, 2 × 5 min), three times with 1× PBS for 2 min. Then, slides were mounted with Vectashield DAPI mounting media (Vector, H-1200) and, after drying, stored at 4 °C.

DNA FISH/IF samples were imaged using a Zeiss LSM 980 Airyscan, with a z-stack collected for each channel (step size, 0.3 μm), using the oil objective Plan-Apochromat/1.40. Images were processed by ImageJ (version 2.14.0/1.54 F). The individual cells were identified by Hoechst/DAPI staining, and cells containing a signal for the DNA–FISH channel were identified manually on the corresponding fluorescent channel. The distance between the DNA–FISH signal and the nucleolar marker immunofluorescence signal was calculated using ImageJ (version 2.14.0/1.54 F) and used to count the number of foci contacting the nucleolus and the number of cells with at least one contact with the nucleolus.

### Immunofluorescence

Cells were plated on coverslips (VWR, ECN 631–1577) and pre-coated with Matrigel (Corning, 356238) for 1 h at 37 °C. After 48–72 h, depending on the treatment, cells were fixed using 3.7% formaldehyde (Sigma-Aldrich, 47608) in PBS for 10 min at room temperature. After two washes in PBS, cells were permeabilized with 0.5% TritonX-100 (Sigma-Aldrich, T8787) in PBS for 10 min on ice and 10 min at room temperature. Cells were then washed two times in PBS and blocked with 1% Bovine Serum Albumin (Sigma-Aldrich, A2153) in PBS-0.1% Tween 20 (Tween 20: Merck, P9416) for 1 h at room temperature in a humidified chamber. The coverslips were then incubated with a 1:500 dilution of primary antibodies (NPM1, Sigma-Aldrich Cat# B0556; UBF, ThermoFischer Cat# H00007343-M02; Nucleolin, Abcam Cat# ab22758) resuspended in blocking solution overnight at 4 °C in a humidified chamber. After 3 washes in 1× PBS, the coverslips were incubated with 1:500 diluted secondary Alexa Fluor^®^ antibody resuspended in Blocking Solution for 1 h at room temperature. After three washes in 1× PBS, the coverslips were mounted with VECTASHIELD^®^ Antifade Mounting Medium with DAPI (H-1200-10), sealed with nail polish and imaged within one week.

Nucleolar volumes were quantified using Imaris (version 10.2) based on immunofluorescence staining of the nucleolar marker NPM1 (Sigma-Aldrich Cat# B0556), while nuclear volumes were defined using DAPI. The volume of nucleolar-associated chromatin was estimated by adding 0.6 μm to the measured nucleolar radius, corresponding to the average width of the perinucleolar shell marked by H3K9me2, which delineates NADs^31^. Based on this spatial definition, the nucleolar-associated volume accounted for ~65% of the total nuclear volume of the laser-microdissected samples. Using the cumulative distribution function for nucleolar contact frequency threshold of >20% in 53 microdissected ESCs, the false positive rate was estimated to be 0.000144%.

### Published datasets

Published datasets used in the study were from: H3K27ac-, H3K4me1-, H3K27me3-ChIP-seq^53^ (GSE72164) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72164]; H3K4me3- and H3K9me3-ChIPseq^70^ (GSE23943) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE23943]; H3K9me2-ChIPseq^71^ (GSE77420) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE77420]; A/B compartments^72^ (GSE96107) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE96107]; Nucleolar DamID and RNAseq in ESCs and NPCs^20^ (GSE150822) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150822]; Lamin-DamID^73^ (GSE17051) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE17051].

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Transparent Peer Review file

## Source data

Source data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. The NoLMseq, RNAseq, ChIPseq, and scRNAseq data generated in this study have been deposited in NCBI’s GEO database under accession code GSE269201. Source data for the figures and Supplementary Figs. are provided as a Source Data file. Source data are provided with this paper.

# Supplementary material for: Single-cell dynamics of genome-nucleolus interactions captured by nucleolar laser microdissection (NoLMseq)
**Source:** Nat Commun. 2025 Dec 17;16:11417. doi: 10.1038/s41467-025-66294-7
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary information

## **Single-cell dynamics of genome-nucleolus interactions captured by nucleolar laser microdissection (NoLMseq)**

Kaivalya Walavalkar, Shivani Gupta, Jelena Kresoja-Rakic, Mathieu Raingeval, Chiara Mungo, Philip Rubin, Raffaella Santoro

Extended data Figures 1 to 8

**a**

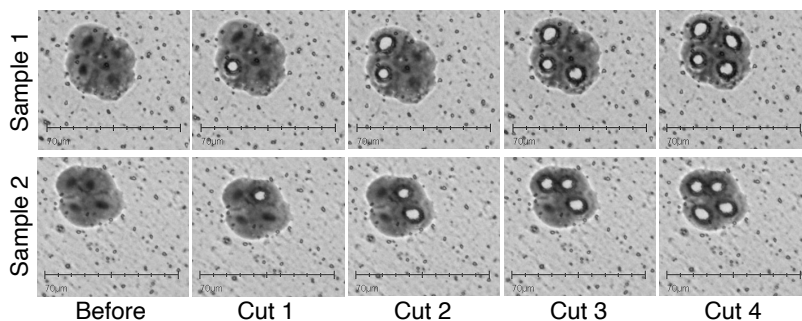

**b**

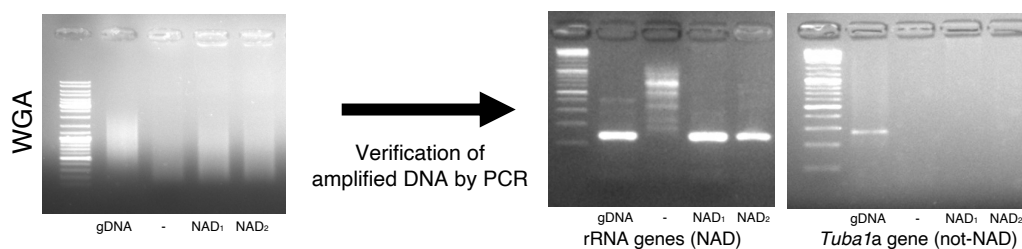

**c**

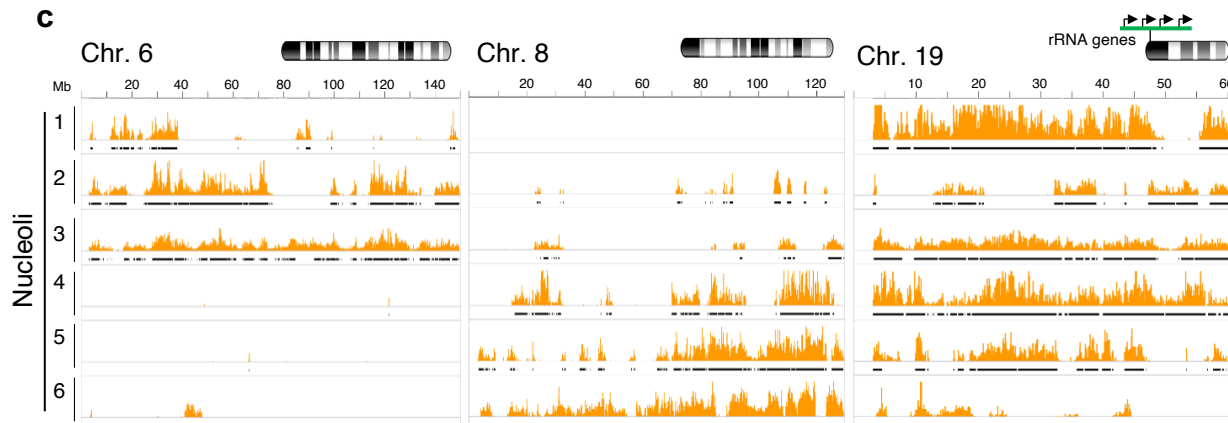

**d**

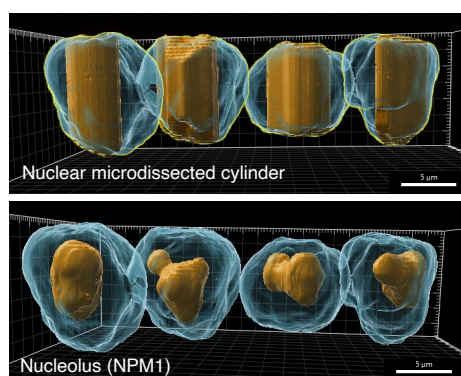

**e**

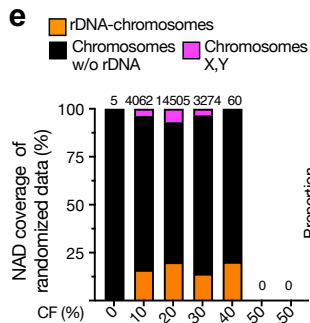

**f**

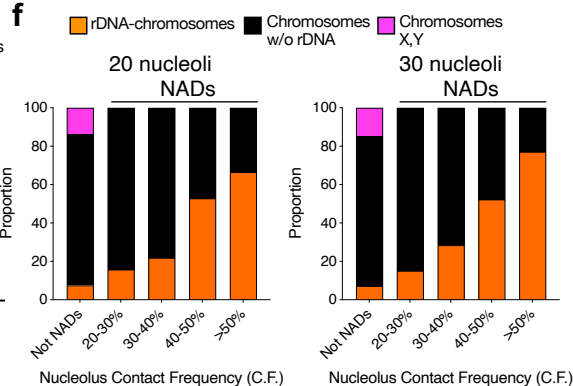

**g**

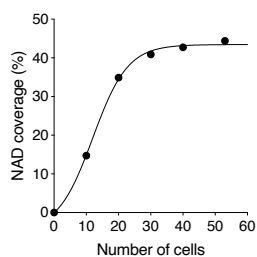

**h**

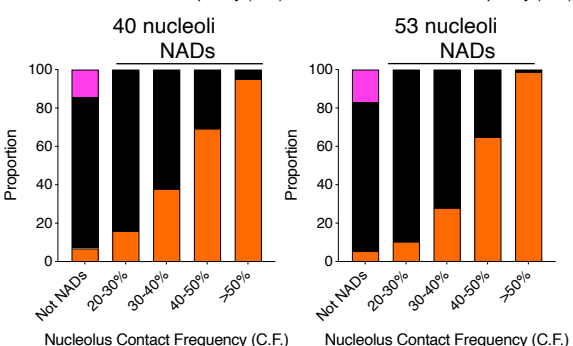

## Supplementary Figure 1

### NoLMseq identifies NADs in single cells

Representative images of ESCs before and after nucleolar laser capture microdissection. **b.** Gel electrophoresis showing whole-genome amplification (WGA) of isolated nucleoli (left panel) and the PCR amplification for rRNA genes and *Tuba1* sequences. **c.** NoLMseq tracks from 6 microdissected nucleoli at chromosomes 6, 8, at 19. Black bars below the tracks indicate NADs called in respective single nucleoli. **d.** 3D image using Imaris showing nuclei (blue) of ESCs with the cylinder representing the microdissection with nucleolus diameter (orange) and nucleoli stained with NPM1 (orange). **e.** Cumulative histogram of genome-wide nucleolar contact frequency (CF) values for randomized sequences for 53 nucleoli matching the genome coverage of each of the 53 ESC nucleoli measured by NoLMseq with respect to their location at chromosomes containing rRNA genes (rDNA-chromosomes), without (w/o rDNA), and X and Y chromosomes. Number indicate the number of 100 kb bins observed at each contact frequency value. **f.** Cumulative histogram of genome-wide nucleolar contact frequency (CF) values in 20, 30, 40 randomly selected microdissected nucleoli and all the 53 analysed nucleoli. The location at chromosomes containing rRNA genes (rDNA-chromosomes), without (non-rDNA chromosomes), and X and Y chromosomes is shown. **g.** NAD coverage calculated from 20, 30, 40 randomly selected microdissected nucleoli and all the 53 analysed nucleoli. Source data are provided as a Source Data file.

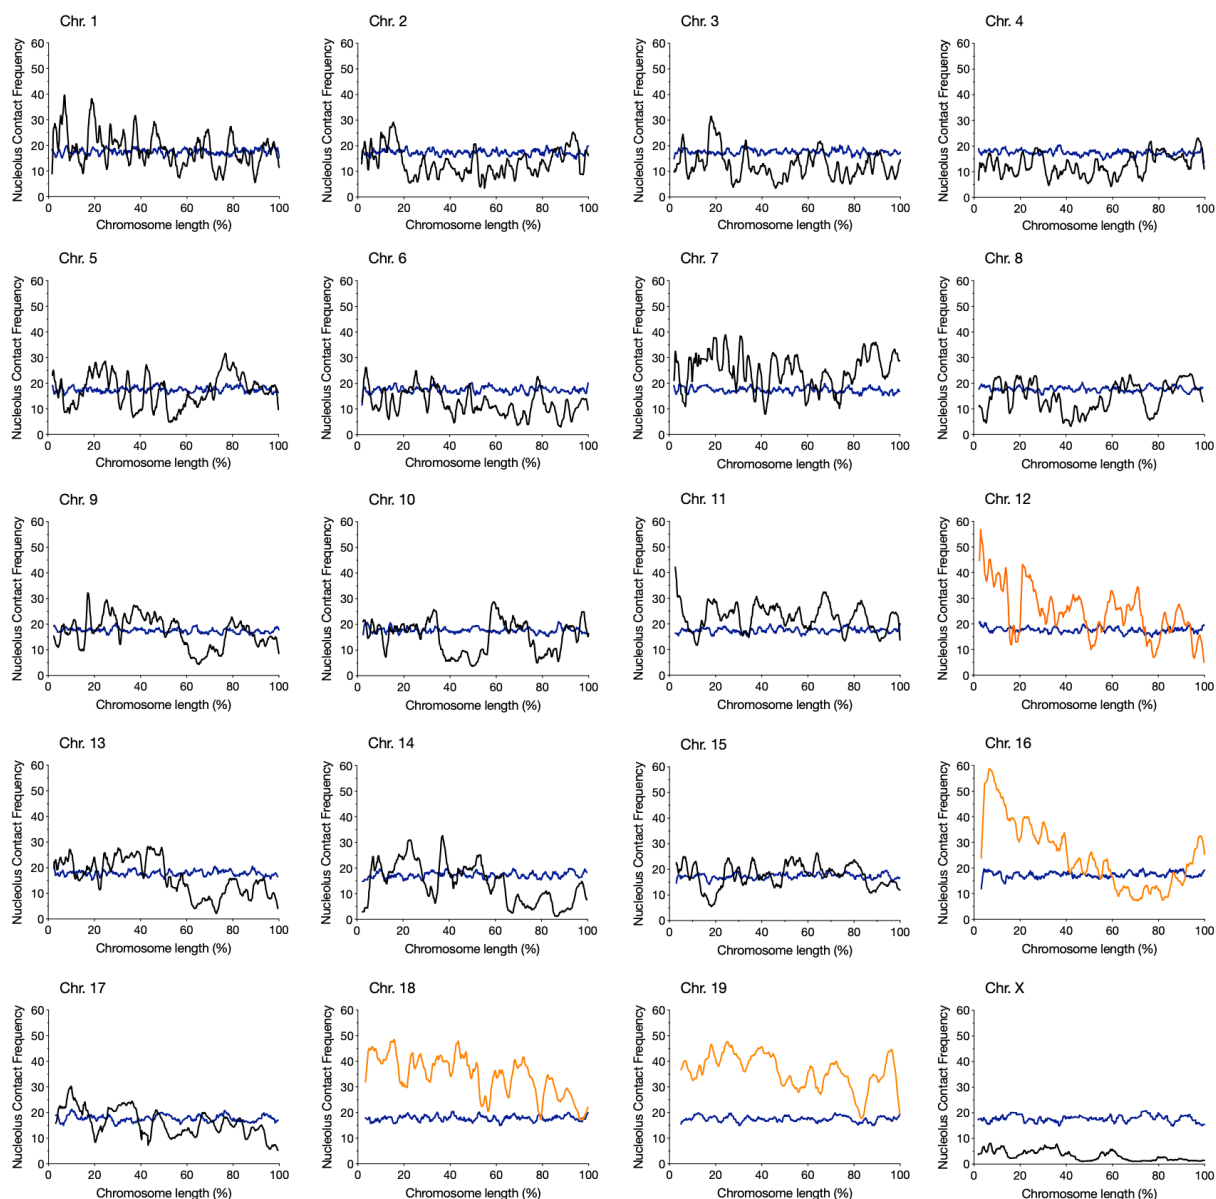

## Supplementary Figure 2

### NAD contact frequency for each chromosome

Nucleolus contact frequency for the 53 ESC nucleoli along the length of each chromosome. rDNA-chromosomes are depicted with an orange line. Blue line represents CF from 53 randomized samples. Source data are provided as a Source Data file.

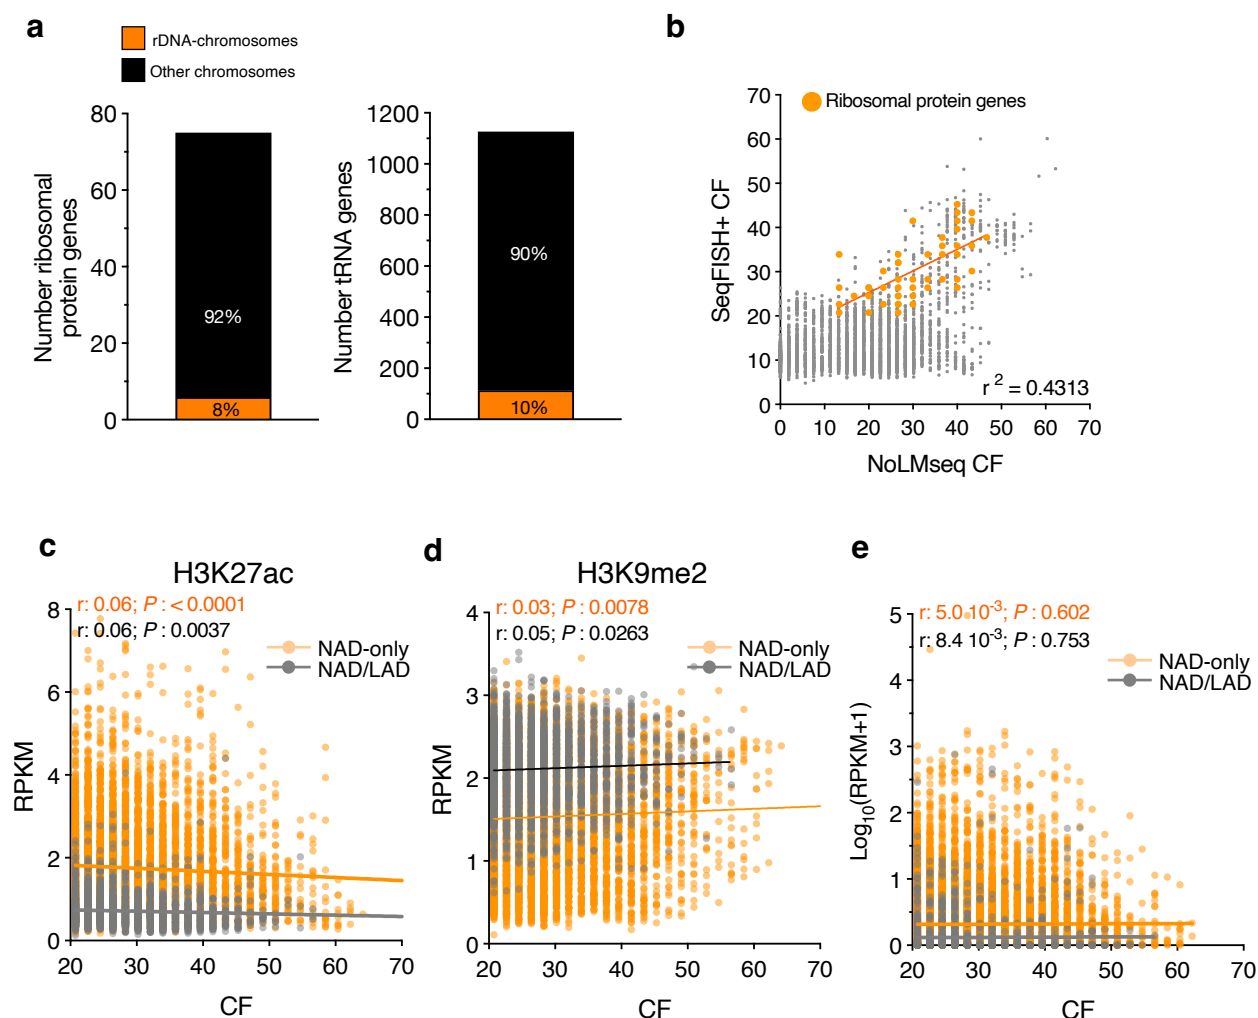

### Supplementary Figure 3

#### Ribosomal protein and tRNA genes show high nucleolar contact frequency

**a.** Distribution of ribosomal protein and tRNA genes at rDNA-chromosomes and chromosomes not containing rRNA genes (other chromosomes). **b.** Genome-wide comparison of seqFISH+ CF with nucleoli<sup>32</sup> and NoLMseq NAD CF for 3713 paired genomic regions. Ribosomal protein genes are highlighted in orange. **c-e.** Scatter plot showing the levels of H3K27ac (**c**) and H3K9me2 (**d**), and gene expression (**e**) at NAD-only and NAD/LAD as a function of nucleolar CF.  $r$  and  $P$  values were calculated using simple linear regression. Source data are provided as a Source Data file.

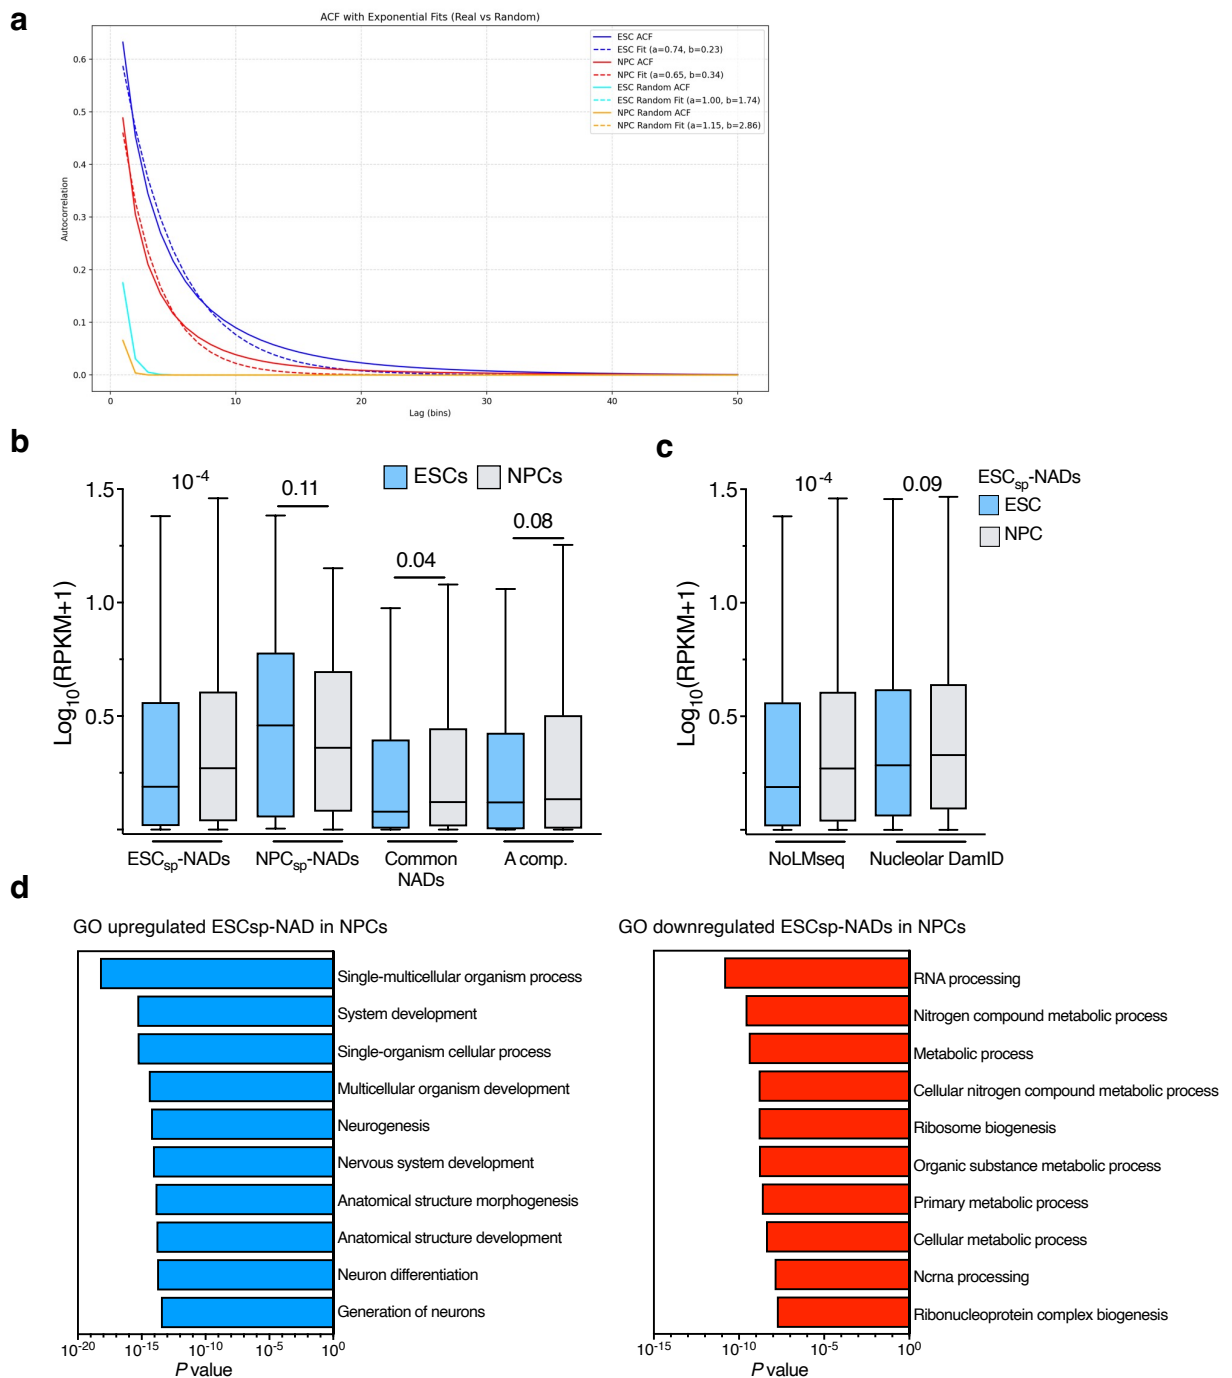

## Supplementary Figure 4

### NADs from single nucleoli of neural progenitors

**a.** Autocorrelation values are plotted as a function of increasing lag (in bins), representing the average autocorrelation function (ACF) decay across individual embryonic stem cell (ESC; blue), neural progenitor cell (NPC; red), and ESC (light blue) and NPC (orange) random subpopulations. Dashed lines indicate the fitted exponential decay curves with respective fit parameters. **b.** Gene expression levels (RPKM) levels of genes at ESC<sub>sp</sub>-NADs, NPC<sub>sp</sub>-NADs, common NADs, and A compartment. Values are shown as average  $\text{Log}_{10}(\text{RPKM}+1)$ . Tukey boxplot where box limits represent the 25th and 75th percentiles. The horizontal line within the boxes represents the median. Statistical significance (*P*-values) was calculated using the two-sided unpaired two-tailed *t* test. Values with *P* > 0.05 are non-significant. **c.** Comparison of gene expression levels at genes located at ESC<sub>sp</sub>-NADs detected by NoLMseq and Nucleolar-DamID<sup>20</sup> between ESCs and NPCs. The horizontal line within the boxes represents the median. Statistical significance (*P*-values) was calculated using the unpaired two-tailed *t* test. Values with *P* > 0.05 are non-significant. **d.** Gene ontology (GO) terms for upregulated and downregulated genes at ESC<sub>sp</sub>-NADs in NPCs. Source data are provided as a Source Data file.

| Histone Mark | Empirical <i>P</i> values | Observed <i>P</i> values |
|--------------|---------------------------|--------------------------|
| H3K9me2      | 0                         | $1.406 \times 10^{-6}$   |
| H3K27ac      | 0                         | $1.128 \times 10^{-23}$  |
| H3K4me1      | 0                         | $9.433 \times 10^{-26}$  |
| H3K4me3      | 0.004                     | 0.0284                   |
| H3K9me3      | 0.752                     | 0.9799                   |
| H3K27me3     | 0.508                     | 0.7985                   |

**Supplementary Figure 5**  
**Randomization analysis of NADs**

Bootstrapping analysis (n = 1000 iterations) was performed to assess the enrichment of histone modifications between the two embryonic stem cell (ESC) subpopulations. For each mark, the empirical p-value was calculated by comparing the observed enrichment against the distribution from the resampled datasets. Both the empirical *P* values and the statistical *P* value of the observed enrichment are indicated.

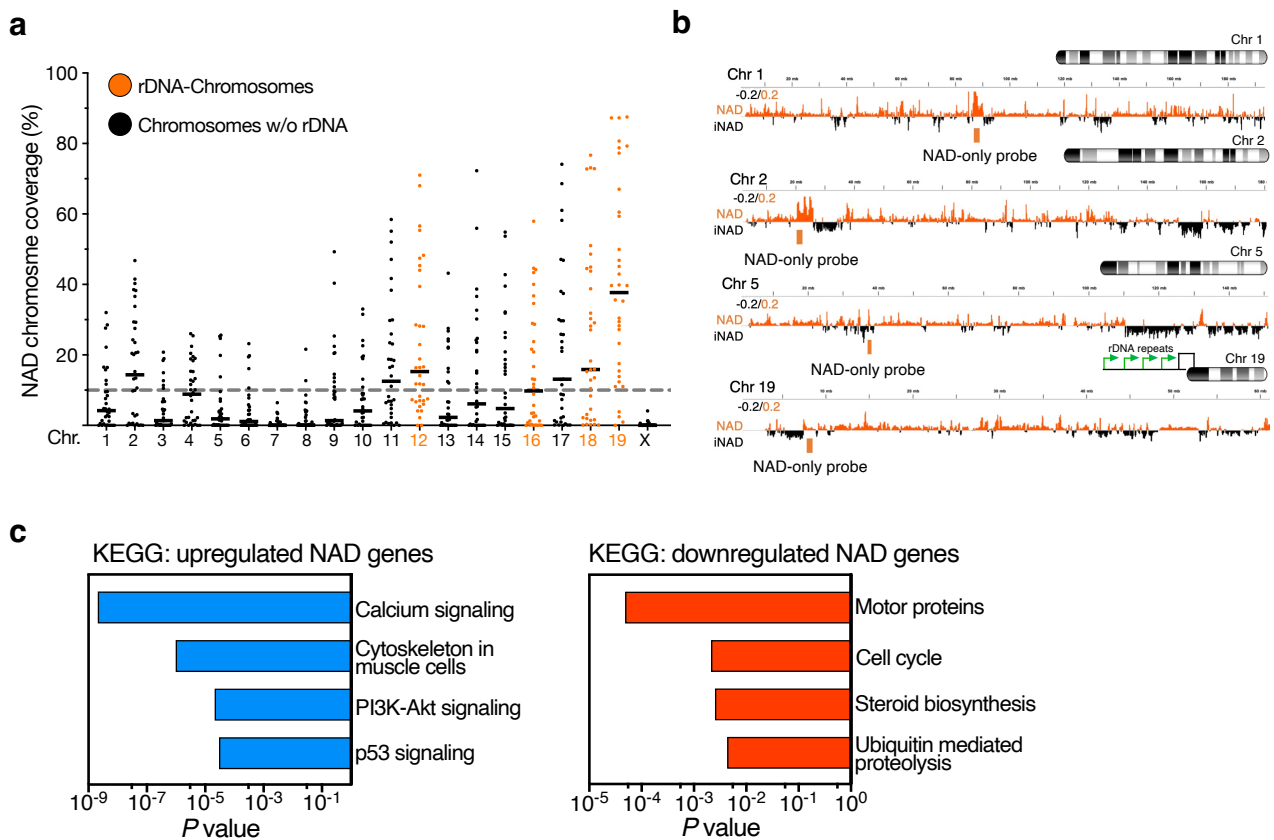

## Supplementary Figure 6

### Nucleolar integrity is required for genomic contacts with nucleoli

**a.** Coverage of NADs at each chromosome of single nucleoli from ESCs treated without and with Actinomycin D (ActD). Dotted grey line indicates the average NAD coverage in single cells. Black lines indicate the mean on each chromosome. **b.** Representation of the DNA-FISH probes targeting NADs at chromosomes 1, 2, 5, and 19, the latter containing rRNA genes at the 5' end, close to the centromeric region. The corresponding NADs profiles from Nucleolar-DamID<sup>20</sup> are shown. iNAD: genomic domains not interacting with nucleoli. **c.** KEGG pathways for upregulated and downregulated NAD-genes in ESC+ActD. Source data are provided as a Source Data file.

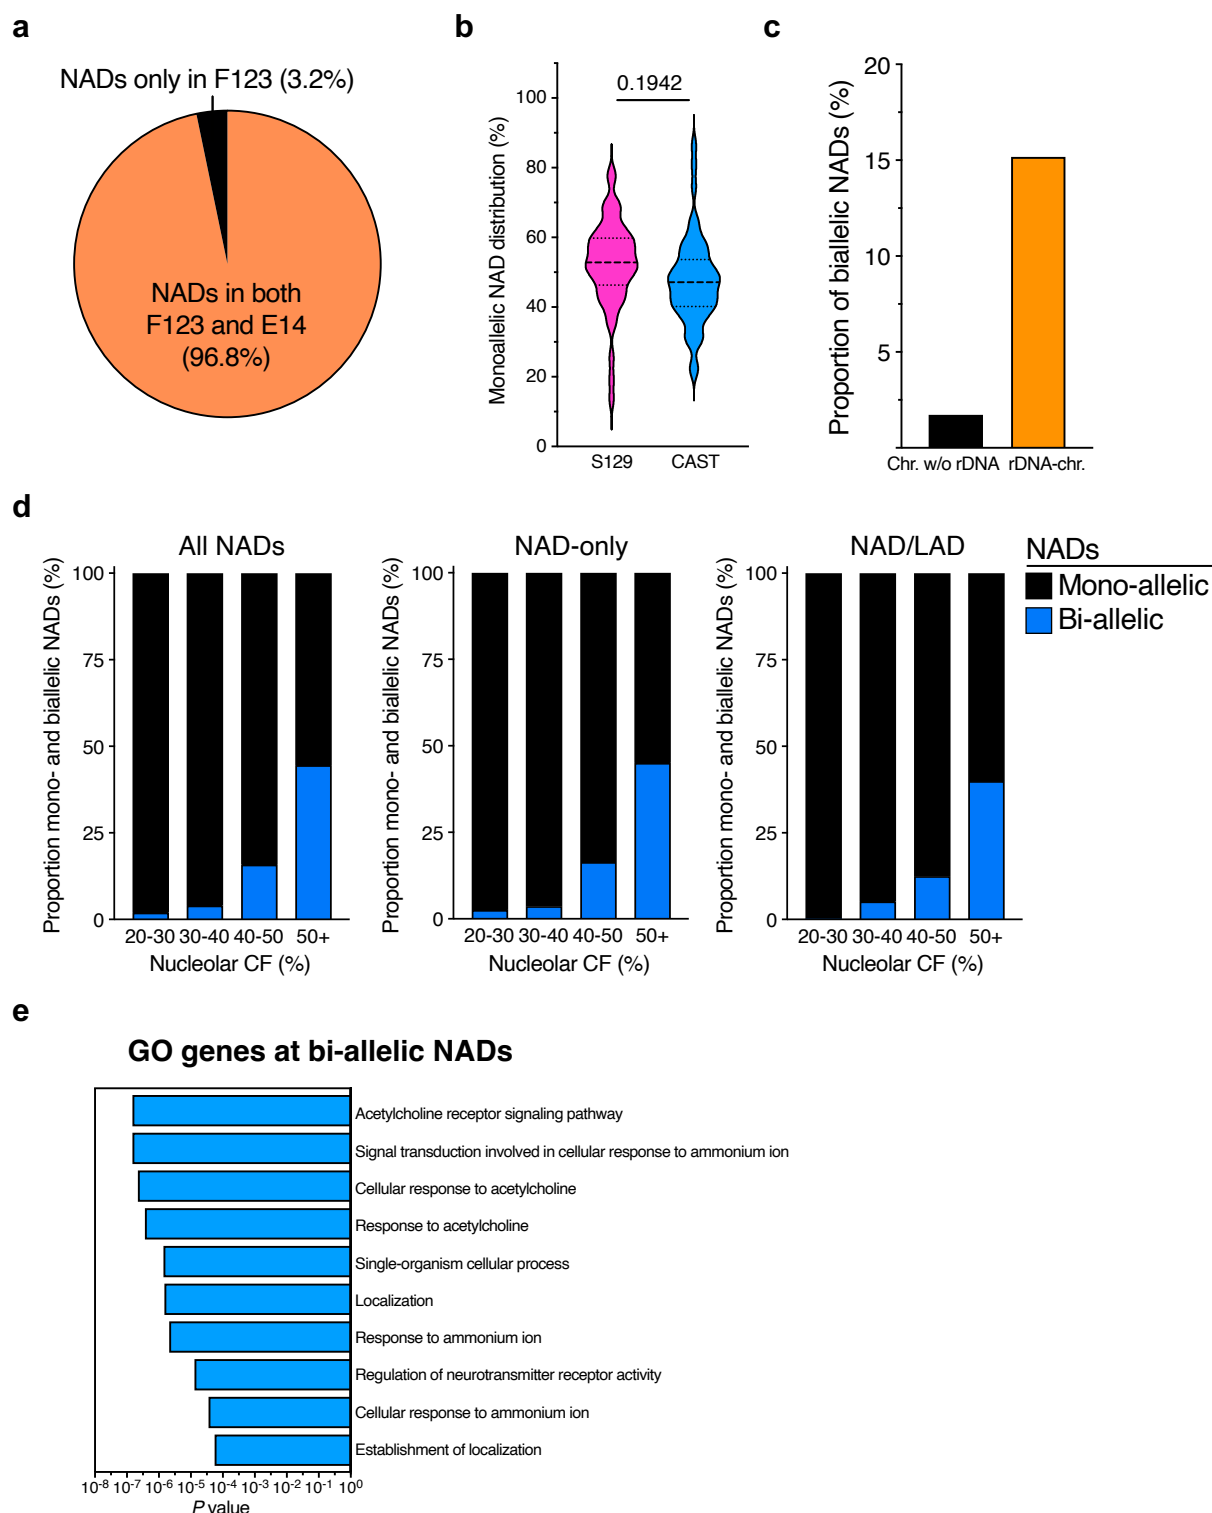

## Supplementary Figure 7

### Genomic contacts with nucleoli are mono-allelic, but not parent specific.

**a.** Pie chart showing the proportion of NADs identified in F123-ESCs that have also been found in E14-ESCs. **b.** Mono-allelic distribution of 129 and CAST genome around nucleoli of single cells. Black dashed lines indicate median and black dotted lines indicate quartiles. Statistical significance (P-value) was calculated using the two-sided paired two-tailed t test. **c.** Proportion of NADs from rDNA-chromosomes and non rDNA chromosomes at bi-allelic NADs. **d.** Cumulative histogram of nucleolar contact frequency (CF) values with respect to their mono-and biallelic content for all NADs, NAD-only, and NAD/LAD. **e.** Gene ontology (GO) terms of genes located on bi-allelic NADs. Source data are provided as a Source Data file.

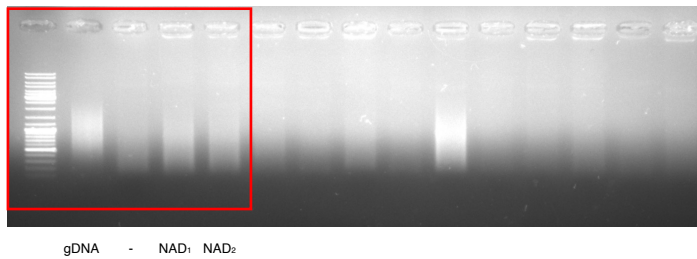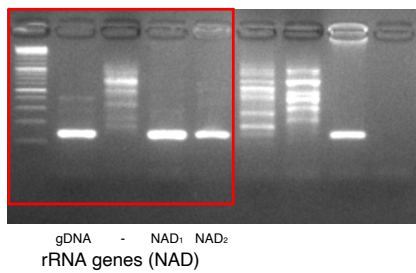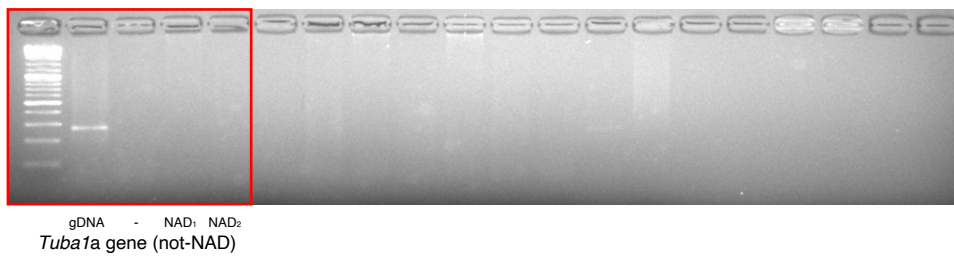

## Supplementary Figure 8

Uncropped images of gels shown in Supplementary Figure 1b

# Supplementary material for: Single-cell dynamics of genome-nucleolus interactions captured by nucleolar laser microdissection (NoLMseq)
**Source:** Nat Commun. 2025 Dec 17;16:11417. doi: 10.1038/s41467-025-66294-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

Supplementary Data 1: Gene ontology (GO) terms of genes located at ESCsp-NADs.

Supplementary Data 2: Gene ontology (GO) terms, KEGG and Wikipathways analyses of genes located at NADs specific to ESC populations 1 or 2.

Supplementary Data 3: KEGG and Wikipathways analyses of up- and downregulated NAD genes in ESC+ActD.

Supplementary Data 4: List of primers to generate DNA-FISH probes.

How the deposited data were processed for this re-analysis (not part of the article)

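RNAseq of untreated F123-ESCs, harvested about 48 h after plating, was examined in 4 libraries, replicates 1 to 4. The deposited values are RPKM per gene and allele, which the authors made from reads that STAR aligned to the masked mm10 genome and that SNPsplit assigned to S129 or CAST. For each allele the authors also deposited the average RPKM over the libraries and log10 of this average plus 1. Each of the 8 allele columns was matched to its library by the allele and the number in its name; the number of the first S129 column is written with a minus sign and was read as replicate 1. No column belonged to another sample. The paper's text does not name the program that counted reads on genes, the gene annotation, or whether the total in the RPKM is that of a library or of an allele.

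Genes were matched by Ensembl identifier to GENCODE M21, whose coordinates are in mm10; 23995 of the 24026 genes matched, and 20253 of them are protein-coding. The total and the gene lengths behind the RPKM were recovered from the steps between the values of a column. For genes that no annotated transcript or exon union explained, lengths from 50 to 30000 bp were searched where at least 6 columns were above 0. The smallest length that made all columns whole was taken; a multiple of it fits the values as well, so for these genes the reads given are the fewest possible. Totals of the S129 reads were 28772351, 25669307, 24552752 and 17403695 in replicates 1 to 4, and totals of the CAST reads were 27855621, 24615658, 23625670 and 16716721. Intervals cover counting error only, since reads without molecular identifiers are not independent molecules. The chromosome end was taken as the end of its last annotated gene.

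Levels are the mean of both alleles unless an allele is named. For X-linked genes this mean includes a CAST allele that the male cells lack, so their levels are understated. The distribution used log10(RPKM+1). Comparisons of genes between libraries or alleles used log2(RPKM+0.1), on which the difference between low values is understated. Replicates were compared by Pearson and Spearman correlation across the 11946 genes with a mean of at least 1 RPKM, and by Dixon's criterion with the critical value of 0.829 for 4 values. rDNA-chromosomes (12, 16, 18 and 19) were compared with the 15 other autosomes by the exact permutation test over all 3876 choices of 4 autosomes, and the first 20% of each autosome was compared with its rest by the exact sign-flip test, both two-sided and on protein-coding genes. These 3 tests were adjusted together by the Benjamini-Hochberg method. Alleles were compared by limma on the differences within each library, with an intercept as the model. Values of the same library deviated together from the means of their allele: over 11543 genes, the correlation was 0.146 to 0.242 for columns of one number and -0.196 to 0.156 for columns of different numbers. The pairing comes from both columns being reads of one library.

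Genes named in the text follow a rule set before the data were examined. It holds Gata6 and Taf4b, which the paper names for F123-ESCs, and Nanog and Sox2, which the paper names elsewhere. Tuba1a was taken for the Tuba1 that the paper names. The rule also holds the members of fixed marker lists and the 5 genes with the highest mean RPKM. It adds the 5 genes with the largest SD between libraries among those with at least 1 RPKM. Also included are the genes at both NADs whose mono-allelic and bi-allelic contacts were studied by DNA-FISH. Last are the 5 genes with the largest difference in each direction between the alleles. Genes beside a change of the S129 share, ribosomal protein genes with low values and imprinted genes were chosen after their values were seen. The marker lists covered pluripotency, feeder fibroblasts, primitive endoderm, cholinergic receptors, the Y chromosome, X inactivation, housekeeping and ribosomal proteins. The median RPKM of each list was placed among those of 10000 random lists of the same size.

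The alternatives set before the data were examined were another pseudocount, a filter on low values or none, values rescaled to one sum in every library, protein-coding genes in place of all genes or the reverse, the share of genes with at least 1 RPKM in place of the median, the median of the libraries, the first 10% of the chromosome, random lists of protein-coding genes, no replicate block, and each library or rDNA-chromosome left out in turn. Added after seeing the data were RPKM recomputed with exon-union lengths, also with 2 times the length of Gata6, each allele alone, the autosomes without chromosome 16, and for the alleles a variance trend, whole reads in place of RPKM for genes with at least 100 reads, the same without division by the total, and autosomal genes with and without the median of each chromosome taken out.

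The recovery of reads, the tests between chromosomes, limma, the search for a change of the S129 share and Dixon's criterion were tested on simulated data, and the percentiles among random lists, the permutation test over genes by expression and the sign-flip test of 2 genes were not. The recovery of reads returned all simulated reads for 100% of 23707 genes above 0. Every simulated gene had the length of its first listed transcript, which the recovery tries first. Lengths of other transcripts and the search for a length, which was used for Gata6, were thus not tested. In data sets with gene values shuffled between positions, 8.5% passed the 0.05 threshold of the exact test for the rDNA-chromosomes, 3.5% for the first 20% of the chromosome and 7.5% for the difference between both, of 200 each. Of 200 genes changed 2-fold between alleles among 13341 genes, limma called 94% in the right direction, and it called 7 of 13141 unchanged genes. The simulated position of a change in the S129 share was found at a median distance of 0 genes in 100 data sets. Dixon's criterion was passed by 4.99% of 11946 simulated genes without a difference between libraries, and it found 96.5% of 200 genes with one library lowered by 20 SD. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 and R 4.3.3 with limma 3.58.1 were used. Genes at bi-allelic and mono-allelic NADs were not compared, since the NADs of F123-ESCs were not used here. Histone marks and nucleolar contacts were not analysed here.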

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

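The tests of the S129 share on chromosomes 3, 16, 6 and 8 were chosen after the result was seen, whereas Dixon's criterion between libraries was set before the data were examined.

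The S129 share of allele-assigned reads departs from the other autosomes on 4 chromosomes, in data that the paper does not report by chromosome. The median over genes was 37.1% on chromosome 3 from 41626720 to the end, 64.3% on chromosome 16 up to 56008913, 54.2% on chromosome 6 and 46.6% on chromosome 8. The 15 other autosomes lay between 49.6% and 51.1%, and these 4 were the autosomes whose median lay more than 5 median absolute deviations from the median of the 19 autosomes. Against the other autosomes, the log2 ratio of S129 to CAST reads was shifted by -0.79 ± 0.0052 (SD, n = 4 libraries) in the part of chromosome 3, which is 1.73-fold toward CAST, and by 0.82 ± 0.011 (SD, n = 4) in the part of chromosome 16, which is 1.77-fold toward S129. The shift was 1.16-fold toward S129 on chromosome 6 and 1.17-fold toward CAST on chromosome 8. The best division of chromosome 3 explained a share of 0.227 of the variance between genes, against at most 0.0299 in 100 shuffles of its genes, and that of chromosome 16 explained 0.280, against at most 0.0422. Passing the shuffles is not specific to these chromosomes, since chromosomes 2 (0.0203 against 0.0151), 10 (0.0303 against 0.0291) and 15 (0.0336 against 0.0253) also did. Their medians before and after the division differed by 2.71, -1.83 and -4.95 percentage points, against 14.2 on chromosome 3 and 13.8 on chromosome 16.

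Several technical explanations are argued against by these data. A mapping preference for one strain across the genome would shift the rest of the same chromosomes, but their median shares were 51.3% on chromosome 3 and 50.5% on chromosome 16. A few genes with many reads cannot move these medians, which count each gene once, so the shares of genes do not test this further. In the part of chromosome 3, 92.9% of the genes lay below the median of the other autosomes, and in that of chromosome 16, 5.56% did. RNA from feeder cells would shift every autosome, but the median over the genes of the other 15 autosomes was 50.6%. No single library carries the pattern, since the share in the 4 libraries ran from 37.1% to 37.3% on chromosome 3 and from 64.2% to 64.5% on chromosome 16.

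Unequal copy number of the homologues in these parts of chromosomes 3 and 16, in some or all of the cells, is a candidate explanation. It would shift all genes by a like factor and leave the spread between genes as elsewhere. The interquartile range of the log2 ratio was 1.05 times that of the other autosomes in the part of chromosome 3 and 0.946 times in that of chromosome 16. On the rest of these chromosomes it was 0.778 times on chromosome 3 and 0.985 times on chromosome 16. Variants of this cell line that the SNP set does not hold would lower the reads of one allele by amounts that differ between genes. Against the other autosomes the ranges give no sign of this, but the part of chromosome 3 was wider than the rest of its own chromosome. The SNP positions were not used here, so this explanation stays open. Expression alone cannot separate a gain of one homologue from a loss of the other in part of the cells, and no DNA measurement was analysed here. Chromosome 16 is one of the rDNA-chromosomes, so a difference in copy number, if present, may bear on allelic contacts counted on it; this was not tested. No biological explanation was tested, since all libraries are of one condition.

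The shifts on chromosomes 3 and 16 are of like size, and one rearranged chromosome carrying both parts could give this. The size differed by 0.032 ± 0.015 (chromosome 16 minus chromosome 3, log2, SD, n = 4; two-sided exact sign-flip test, p = 0.13, the smallest p that 4 libraries allow). A shared origin and 2 separate changes cannot be told apart, since separate changes of the same size would give the same values.

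On chromosomes 6 and 8, 27 of 28 parts of 10 Mb lay on the side of the median of their chromosome. This does not test a few genes with many reads, since these medians count each gene once. Unequal copy number in part of the cells would shift weakly and strongly expressed genes alike. With the genes of each chromosome in 3 equal parts by expression, the shift from the other autosomes was 2.63 percentage points for the lowest and 3.78 for the highest part on chromosome 6 (permutation test over genes, p = 0.0297), and 3.26 and 4.65 on chromosome 8 (p = 0.113 from the same permutation test). The larger of these differences, 1.39 percentage points, is a sizeable part of the shift itself, while in the other autosomes the 2 parts differed by -0.0758. The interquartile range of the log2 ratio was 1.01 times that of the other autosomes on chromosome 6 and 0.957 times on chromosome 8, as equal shifts of all genes would give. Neighbouring genes are not independent, and the values point both ways, so they leave it open whether copy number or another cause shifts chromosomes 6 and 8. A mapping preference on these chromosomes alone was not tested.

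Dixon's criterion was applied to 49 quantities with 4 libraries each, of which 5 had a library far from the others. Of these quantities, 5 are genes named for their large SD between libraries, to which no chance rate applies, and 2 of them passed. Of the other 44, 3 passed, where chance does this in about 1 in 20 groups, or 2.2 of 44. Mir6954 had 5.01 RPKM in replicate 1, and Mir7052 was listed at 0 in replicate 4; these genes rest on 20 and 23 reads in all. Tuba1a had 197 RPKM in replicate 4, where the other libraries had 217 to 220 RPKM. The median S129 share was 51.3% on chromosome 5 and 50.0% on chromosome 15 in the library apart from the others. No explanation was tested for these 5 values.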

How the results depend on the processing

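The alternatives with exon-union lengths, 2 times the length of Gata6, single alleles, the autosomes without chromosome 16, the variance trend, whole reads and the autosomal subsets were chosen after the data were seen; the others were set before.

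Of 173 values computed under alternatives set before, 145 stayed the same, that is, within the spread between libraries, on the same side of the threshold, or within 1.5 times for a count of genes. Of 45 values under added alternatives, 30 did. For named genes compared between alleles, all 172 values under alternatives kept their direction and their side of the threshold.

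For the distribution over genes, keeping genes with a mean of at least 0.1 RPKM gave a median log10(RPKM+1) of 0.758, 2.02% of genes under 0.1 RPKM and 73.2% with at least 1 RPKM, by construction of the filter. Protein-coding genes gave 0.429, 27.7% and 54.8%. Values rescaled to one sum in every library gave 0.309, 32.0% and 50.3%, and exon-union lengths gave 0.212, 34.7% and 45.6%. A pseudocount of 0.1 gave a median of 0.0254, which is the change of scale itself. With each library left out in turn, the median ran from 0.289 to 0.295, the share under 0.1 RPKM from 32.3% to 32.5% and the share with at least 1 RPKM from 49.5% to 49.8%. The cause of the other changes was not tested.

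The difference of Taf4b minus Gata6, 2.09 with an SD of 0.24, stayed above 0 under all 8 alternatives but moved by more than this SD with a pseudocount of 1, to 1.59, and with exon-union lengths, to 3.02. The latter rests on the smallest length that fits Gata6, and with 2 times this length, which fits as well, it was 2.11. It ran from 2.02 to 2.20 with each library left out. Its p cannot pass 0.05 with so few libraries, so its exact test says nothing about stability. The cause was not tested.

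The lowest Pearson correlation between libraries, 0.989, became 0.993 both with a pseudocount of 1 and with no filter on low values. The median SD between libraries, 0.133, became 0.177 after rescaling to one sum. Genes with a library past Dixon's criterion numbered 721, against 449 after this rescaling and 2080 with no filter, which also tests more genes. The cause was not tested.

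For the rDNA-chromosomes against the other autosomes, the difference stayed above 0 and not past the threshold under all 17 alternatives. The difference between the first 20% of the chromosome and the rest, 0.0223, was not past the threshold under any alternative, and its sign changed with a pseudocount of 0.1 (-0.0109), with genes of at least 0.1 RPKM (-0.000339), with exon-union lengths (-0.00181) and without chromosome 16 (-0.0118). The difference in this value between rDNA-chromosomes and the others, 0.375, fell to 0.0758 with genes of at least 0.1 RPKM (exact permutation test, p = 0.267), to 0.240 with the first 10% (exact p = 0.108) and to 0.270 without chromosome 16 (exact p = 0.107). It ran from 0.372 to 0.385 with each library left out, with exact p from 0.0165 to 0.0255. The cause was not tested.

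For the marker lists, rescaling to one sum raised the median RPKM of pluripotency genes to 125, of housekeeping genes to 122 and of ribosomal protein genes to 2966. Exon-union lengths gave medians of 90.6 for pluripotency, 105 for housekeeping, 913 for ribosomal protein, 0.686 for primitive endoderm and 0.143 for cholinergic receptor genes. They moved the percentile among random lists to 86.1 for fibroblast genes, 82.9 for Xist and 100 for housekeeping genes. Random lists of protein-coding genes gave percentiles of 61.6 for fibroblast, 38.5 for primitive endoderm, 6.23 for cholinergic receptor genes and 72.5 for Xist. With each library left out, the median of ribosomal protein genes ran from 2636 to 2766 RPKM. The cause was not tested.

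Between the alleles, 4187 genes were higher on S129 and 4182 higher on CAST by limma with the replicate block, which pairs the alleles of a library. With no replicate block, 3292 and 3133 were called, within 1.5 times, and the block changed the call of none of the 15 genes whose log2 difference between the alleles is given. With each library left out, the counts ran from 3447 to 3961 and from 3378 to 3946. Under all alternatives they ran from 3292 to 4904 and from 3133 to 4369. The share of calls higher on S129 ran from 49.7% to 56.9% over all chromosomes and from 46.8% to 54.2% on the autosomes. With whole reads not divided by the total of the allele, 4904 and 3721 genes were called. With the median of each chromosome taken out, 3714 and 3715 autosomal genes were called, where the centring itself makes the counts nearly even.

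Depth limits the low values, since 1 read on a gene of 1000 bp is 0.0575 RPKM in S129 and 0.0598 RPKM in CAST of replicate 4, so that values under 0.1 RPKM rest on few reads.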

Other observations

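The tests on replicate 4 were written down before their values were seen; those on the groupings of alleles, feeder cells, the reads and SNP coverage of ribosomal protein genes, exon-union lengths and chromosome 16 in the comparison of rDNA-chromosomes, and imprinted genes were chosen after the result was seen.

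Libraries correlated across 11946 genes with Pearson's r of 0.989 to 0.997 and Spearman's rho of 0.991 to 0.997; genes are not independent replicates. A library lay past Dixon's criterion in 721 genes, or 6.04%, where chance gives about 1 in 20, and replicate 4 was that library in 551 of them. With values rescaled to one sum in every library, 449 of 12126 genes passed, or 3.70%, which is under the chance rate, and replicate 4 was that library in 313. The pattern is thus the uneven division between libraries and not the number of genes. A few genes taking most of the reads do not account for the whole of this. The 100 highest genes held 32.3% of the reads in replicate 4 and 27.7% to 30.4% in the other libraries, but after each library was scaled to its median gene, replicate 4 still had 433 genes past the criterion and the other libraries 48 to 161. Lower depth is argued against, since among 5789 genes with at least 5000 reads the share past the criterion was 5.74% in replicate 4 and at most 0.345% in any other library. A difference in culture or library preparation stays open, as the labels name no batch. No biological explanation was tested.

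Between the alleles, limma called 8369 genes. Among the 8 ways to exchange the alleles within libraries, which part all 4 pairs, 1 gave as many, the real one, and the others called 0; 8 ways are too few for this count alone to exclude chance. Among the 35 splits of the 8 columns into 4 and 4 without the block, 1 gave as many as the 6425 genes of the real split and the largest other count was 1. Those other splits include ones that keep both alleles of a library together, so they are not like the real one. In simulated data, with noise of a chosen size, limma called 7 of 13141 unchanged genes. This argues against chance for the calls as a set, as far as that noise matches the data. On the X chromosome, 464 of 467 genes were higher on S129, but it is the only X chromosome of these cells, so this does not test the autosomal calls. On the part of chromosome 3 from 41626720 the numbers were 34 genes higher on S129 and 443 higher on CAST. That part was chosen from the same reads, so these calls are no independent test.

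The largest differences higher on S129 were those of Mir682 (log2 difference 15.46), which lies on chromosome 13, and of the X-linked genes Rps4x, Mir18b, Nono and Prps1 (11.63 to 12.33). Those higher on CAST were Gm10874 (-7.75), Rps15a-ps4 (-7.30), Ccl9 (-6.70), Apoa2 (-5.96) and Rnu3a (-5.26). With a pseudocount of 1 the order changes, to -6.64 for Rps15a-ps4, -5.26 for Rnu3a, -5.12 for Apoa2, -4.77 for Gm10874 and -3.81 for Ccl9, since low values on S129 are held by the pseudocount; those of Mir18b, Nono and Prps1 become 8.49, 9.26 and 8.75. Each had the same direction in 4 of 4 libraries, with adjusted p from 8.45e-07 to 0.000167 by limma. Mir18b was listed at 0 on CAST. Rps15a-ps4 is a pseudogene, and reads of Mir682, Rps4x and Rnu3a are uncertain too where near-identical copies share them. Nanog, on chromosome 6, had a log2 difference of 0.68, Sox2, on chromosome 3 at 34650405 and so before the change of the share, 0.66, and Tuba1a 0.79, all higher on S129 in 4 of 4 libraries (adjusted p from 7.33e-05 to 0.000143 by limma).

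The highest mean values were 93586 RPKM for Rmrp, 30271 for Rnu3a, 18329 for Rplp1, 16667 for Rps18 and 15253 for Rps29. The largest SD between libraries among genes with at least 1 RPKM were those of Mir669n, Mir5103, Mir6954, Mir133a-1 and Mir7052, each with 20 to 33 reads over all columns. Nanog had 84.5 ± 11.4 RPKM, Sox2 125 ± 14.4 RPKM and Tuba1a 213 ± 11.1 RPKM (SD, n = 4 libraries).

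The median of the pluripotency list was 115 RPKM, above all 10000 random lists, and that of housekeeping genes 113 RPKM, at percentile 99.98. Cholinergic receptor genes had a median of 0.253 RPKM (percentile 14.7), primitive endoderm genes, Gata6 among them, 1.03 RPKM (percentile 50.9) and Xist 9.96 RPKM (percentile 75.5). X-linked genes are averaged with a CAST allele that these cells lack, which lowers their values and percentiles. Xist had 19.9 RPKM on S129 and 0 on CAST, and Hprt of the housekeeping list had 337 and 0.0739 RPKM. The 4 genes of the Y-linked list were at 0. As the cells are male and all 64 listed Y genes stood at 0, values on this chromosome are not read as absence of expression.

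Feeder fibroblast genes had a median of 2.46 RPKM (percentile 74.3), and the cells had grown on feeders before at least 2 passages without them. The most abundant were Acta2 with 340 ± 23.0 RPKM and Col1a2 with 166 ± 17.5 RPKM (SD, n = 4). RNA from feeder cells without a CAST genome would add its reads mostly to S129. The median S129 share over the 12 genes with at least 100 reads was 53.7%, where 95% of random lists lay between 46.1% and 55.7%, and Acta2 had 50.3% and Col1a2 55.3%. The single genes ran from 40.0% (Loxl1) to 79.9% (Thy1, with 517 reads). The median and the abundant genes argue against such cells as the main source of the reads on the list; for Thy1 this is not excluded, and a minor share, or feeders that carry CAST alleles, stays open. How many of these genes ESCs express themselves was not tested.

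The 34 ribosomal protein genes had a median of 2752 RPKM but ran from 6.24 RPKM (Rpl18) to 18329 RPKM (Rplp1), and 7 of them were under 100 RPKM. The transcript length used for RPKM is argued against as the cause, since in the 31 genes with an annotated length the reads themselves, before division by length, ran from 1383 (Rplp2) to 1702175 (Rplp1), 1231-fold, whereas the lengths differed by at most 11.1-fold. Few reads that cover a SNP may lower some of these 7 genes, as only such reads are counted, but the SNP positions were not used here, so this and reads lost to pseudogenes cannot be told apart from low expression. Ranks and percentiles of RPKM between genes or lists carry the same limit.

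The rDNA-chromosomes had a mean of the chromosome medians of log10(RPKM+1) of 0.544 ± 0.11 (SD, n = 4) and the other autosomes of 0.442 ± 0.12 (SD, n = 15), a difference of 0.102 (exact permutation test, p = 0.146, adjusted 0.219 over 3 tests). The first 20% of the chromosomes differed from the rest by 0.0223 on average over 19 autosomes (exact sign-flip test, p = 0.747, adjusted 0.747), with 9 of 19 lower in the first 20%. This difference was 0.319 on rDNA-chromosomes, higher in all 4, and -0.0568 on the others, 0.375 apart (exact permutation test, p = 0.0193, adjusted 0.0580), which does not pass the correction. The transcript length is argued against as its cause, since with exon-union lengths it was 0.277 (exact p = 0.0186). The allele imbalance of chromosome 16 is argued against too, since a change of one homologue would leave the other allele as it was, and the difference was 0.380 on S129 alone (exact p = 0.0250) and 0.375 on CAST alone (exact p = 0.0217). Whether it rests on chromosome 16 alone stays open: without this chromosome it was 0.270 (exact p = 0.107), with 3 rDNA-chromosomes left, each higher in the first 20%. In data with genes shuffled, 7.5% of 200 sets passed the 0.05 threshold. With only genes of at least 0.1 RPKM, the difference of 0.375 fell to 0.0758 (exact permutation test, p = 0.267), so it depends on genes under 0.1 RPKM. Taken as the share of genes with at least 1 RPKM, it was 16.6 percentage points (exact permutation test, p = 0.0173). A biological explanation by the rDNA repeats was not tested.

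The NAD of chromosome 19 studied by DNA-FISH, from 7400268 to 7799149, overlaps 7 listed genes, of which Rtn3 (18.5 ± 0.45 RPKM), Atl3 (8.80 ± 0.84 RPKM) and 2700081O15Rik (2.41 ± 0.36 RPKM; SD, n = 4) had at least 1 RPKM; Mir6991 had 5 reads, Lgals12 had 0.175 RPKM, and Slc22a19 and Slc22a26 were listed at 0. That of chromosome 5, from 37199822 to 37599742, overlaps Crmp1 (19.6 ± 2.7 RPKM), Evc2 (3.74 ± 0.30 RPKM), Evc (2.58 ± 0.34 RPKM) and Stk32b (0.0197 ± 0.019 RPKM; SD, n = 4).

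Among 24 imprinted genes listed after the data were seen, 20 had at least 400 reads. The allele that the list names as expressed held at least 75% of the reads in 7 of them, with 89.6% for Peg3, 83.4% for Usp29, 82.5% for Rian, 82.0% for Peg13, 81.1% for Meg3, 78.0% for Phlda2 and 77.7% for Mirg. It held between 40% and 60% in 11 genes, H19 (53.5%) and Igf2r (52.2%) among them. All 9 genes with over 60% of the reads on one allele had them on the listed allele, which is S129 for 5 and CAST for 4 of them. They lie at 5 loci more than 2 Mb apart, and 5 of 5 loci in the listed direction give p = 0.0625 (two-sided exact sign test), the smallest p that 5 loci allow. This tally goes against strain differences unrelated to the parent for the set, but it does not pass 0.05. For a single gene, a strain difference and the parent of origin cannot be told apart, since S129 is the maternal and CAST the paternal strain in the only cross.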
